# Mouse Embryonic Fibroblast Adipogenic Potential: A Comprehensive Transcriptome Analysis

**DOI:** 10.1080/21623945.2020.1859789

**Published:** 2020-12-21

**Authors:** Mohamed Al-Sayegh, Hamad Ali, Mohammad H Jamal, Mei ElGindi, Tina Chanyong, Khulood Al-Awadi, Mohamed Abu-Farha

**Keywords:** Adipose tissue, adipogenesis, adipocyte differentiation, mouse embryonic fibroblast, transcriptome

## Abstract

Our understanding of adipose tissue has progressed from an inert tissue for energy storage to be one of the largest endocrine organs regulating metabolic homoeostasis through its ability to synthesize and release various adipokines that regulate a myriad of pathways. The field of adipose tissue biology is growing due to this association with various chronic metabolic diseases. An important process in the regulation of adipose tissue biology is adipogenesis, which is the formation of new adipocytes. Investigating adipogenesis in vitro is currently a focus for identifying factors that might be utilized in clinically. A powerful tool for such work is high-throughput sequencing which can rapidly identify changes at gene expression level. Various cell models exist for studying adipogenesis and has been used in high-throughput studies, yet little is known about transcriptome profile that underlies adipogenesis in mouse embryonic fibroblasts. This study utilizes RNA-sequencing and computational analysis with DESeq2, gene ontology, protein–protein networks, and robust rank analysis to understand adipogenesis in mouse embryonic fibroblasts in-depth. Our analyses confirmed the requirement of mitotic clonal expansion prior to adipogenesis in this cell model and highlight the role of *Cebpa* and *Cebpb* in regulating adipogenesis through interactions of large numbers of genes.

## Introduction

Adipose Tissue (AT) function has advanced from its role as a primary storage of triglyceride in the form fat droplets for energy to the secretion of various signalling factors, known as adipokines that regulates various metabolic pathways. Thus, AT has been characterized as a major endocrine organ [1]. Adipogenesis, the transformation of preadipocytes into mature adipocytes, plays a critical role in development of specific functions and differentiation of cellular subtypes [2–4].

Adipocyte differentiation is a dynamic process tightly regulated through a multistep process conserved across species [2]. The process involves temporal expression of various signalling cascades that regulate the expression of transcription factors and thereby pro-adipogenic genes such as peroxisome proliferator-activated receptor-у (PPARG) [5,6]. Adipocyte differentiation is characterized by significant changes to cell morphology – from a fibroblast to a rounded spherical form – and acquisition of functional characteristics of AT cells [7]. These properties are directed by the expression of PPARG, which is central to adipogenesis. This receptor is encoded by *Pparg* and cooperate with members of the CCAAT/enhancer-binding proteins (CEBPs) family of transcription factors, specifically CEBP-β (CEBPB), encoded by *Cebpb*, and CEBP-α (CEBPA), encoded by *Cebpa*. Several studies have demonstrated the interplay among these factors during adipocyte differentiation and in enhancing adipogenic cell fate [8–11]. Mechanistically, induction of CEBPB, at an early phase of adipogenesis, promotes induction of PPARG and CEBPA by binding to their proximal promoter regions. Therefore, this results in activating several pro-adipogenic genes [12–16] that support the progression of preadipocytes cells into mature adipocytes [11,17].

Global gene profile changes in various murine cell models are reported in the literature that show the biological and clinical significance of adipogenesis through comprehensive analysis of differentially expressed genes (DEGs) using tools such as RNA sequencing (RNA-Seq) [18–24]. Through statistical significance and fold induction, the final lists of DEGs are further analysed using gene ontology (GO) analysis, and can assist in construction of protein–protein interactions (PPI) and gene networks. However, RNA-Seq data are variable, and biased analyses are possible. Thus, unbiased methods are necessary for generating transcriptome data to increase confidence of DEG lists. The robust rank aggregation (RRA) method that relies on algorithms that produce a significant score for genes that consistently rank better than expected has been applied to transcriptome data [25,26]. In this method estimates of significance are provided as *p*-values that assign probabilities showing that the differential expression of a given gene is related to adipogenesis [25,27]. *p*-values can be used to rank DEGs, where the lower the value, the higher its rank. An RRA approach allows multiple transcriptome profiles to be characterized by more reliable molecular targets.

Most knowledge of AT is based on in vitro studies of committed murine cell lines, notably 3T3-L1 and 3T3-F442A [28,29], and human cell lines, particularly mesenchymal stem cells (MSCs) [30,31]. However, some studies have demonstrated the adipogenic potential of mouse embryonic fibroblast (MEF) [16,32–34]. MEFs, isolated from 14-day-old mouse embryos (C57/BL6 52 strain), are classically used as ‘feeder layers’ for human and mouse embryonic stem cells, for DNA transfection assays, recombinant protein expression, and utilization for epigenome and transcriptome analysis (i.e. chromatin remodelling) [16,32]. Although MEFs can differentiate into multiple cell types, yet little is known in regard to specific mechanisms underlying their adipogenic potential.

In the current study, adipogenesis in MEFs transcriptome profiles was explored using generated DEGs at different timepoints. DEG lists relevant to adipose were generated based on statistical significance and used for an RRA method, and in construction of PPI and gene networks. Therefore, this study aims to utilizes transcriptome analysis methodology to acquire resourceful understanding in gene expression changes in MEFs that underlie adipocyte differentiation.

## Materials and methods

### Cell culture and in vitro adipocyte differentiation

MEFs cells were grown in 60-mm treated tissue culture dishes (Thermo Scientific). Cells were maintained in growth media (GM) containing Dulbecco’s Modified Eagle’s Medium (DMEM) (Gibco™) supplemented with 10% by volume of foetal bovine serum (FBS) (Corning) and 1% by volume of Pen/Strep/Glutamine (Gibco™) in a 5% CO_2_ atmosphere at 37°C. MEFs were seeded at 1 × 10^5^ cells per well in six-well tissue culture plates (Corning). At confluency, cells were induced into adipogenesis by incubating with differentiation media (DM) containing GM supplemented with 0.5 mM 3-isobutyl-1-methylxanthine (IBMX) (Sigma©), 10 μg/mL insulin (Sigma©), 1 μM dexamethasone (Sigma©) and 10 μM rosiglitazone (Sigma©). Cells were treated for 3 days (D3), followed by replacement of DM with GM, and incubation for another 2 days (D5).

### Oil red O staining and quantification

Differentiated and undifferentiated MEFs were washed with 1 ml of 1X PBS (Corning) once before fixing for 5 min with 4% paraformaldehyde in PBS at room temperature. After fixation, MEFs were washed three times with 1 ml of PBS and once with 60% isopropanol and were completely air-dried. MEFs were then stained with Oil Red O (ORO) [6 ORO:4 ddH_2_O ratio] (Sigma©) for 10 min at room temperature. Excess stain residue was removed with four ddH_2_O washes. Approximately 1 ml of PBS was then added for microscopic visualization. Images were processed at 460x magnification using a 20x objective lens, with transmitted bright-field light (EVOS® FLoid® Cell Imaging Station). For quantification, ORO stain particles were eluted with 100% isopropanol and analysed using Thermo Scientific™ Varioskan® Flash for spectrophotometry readings at 514 nm.

### RNA isolation and purification

Total RNA was extracted from MEFs using a combination of TriZol (Life Technologies™) and RNeasy Mini Kit (Qiagen©), with modifications from the manufacturer’s protocols. Cells in each well were washed once with 1 ml of PBS prior to the addition of 1 ml of TriZol reagent. TriZol lysates were added to fresh 1.5-ml tubes. Approximately 0.2 ml of chloroform was added per ml of TriZol and was centrifuged at a speed of 12,000 rpm at 4°C for 15 min. The upper aqueous phase (~400 ml in volume) was transferred to a fresh 1.5-ml tube. An equivalent volume of 70% ethanol was mixed with the RNA solution, and downstream purification was performed using a RNeasy Mini Spin Column (Qiagen©) according to the manufacturer’s protocol. RNA concentrations were determined using a Thermo Scientific™ NanoDrop 2000™.

### cDNA synthesis and quantitative PCR

Total isolated RNA (0.1 ng) was used as a template for synthesizing complementary DNA (cDNA) using a First-Strand Synthesis Kit (Invitrogen™) according to the manufacturer’s protocol. cDNA was diluted 1:50 in ddH_2_O prior to its use as a template for real-time PCR (RT-PCR) using SYBR Green (Thermo Scientific™). A total volume of 10 ul was prepared for the SYBR Green qPCR reaction [2.5 ul diluted cDNA product or nH_2_O, 2.5 ul 2 mM forward + reverse primer mix (Integrated DNA Technologies, Inc.) (Table 8) and 5 ul of SYBR Green]. The qPCR thermal cycle utilized an Applied Biosystems™ StepOnePlus™ platform, with one cycle of 50°C for 2 min and 95°C for 10 min followed by 44 cycles of 95°C for 15 s and 60°C for 1 min. Expression of gene targets values was normalized to housekeeping gene *β-actin* and was estimated using the ΔΔCt approach. Results represented on a log2 scale.

**Table 1.** GO terms under biological processes category of DEGs associated with fat or adipose development commonly identified between MEFD3plu/MEFD3min and MEFD5plu/MEFD5min

ID	GO Term	FDR (*p*-adj)	Gene Count
GO:0045444	fat cell differentiation	1.34E-10	108
GO:0050873	brown fat cell differentiation	6.21E-07	32
GO:0060612	adipose tissue development	0.003655776	18
GO:0045598	regulation of fat cell differentiation	0.00990133	41
GO:0045600	positive regulation of fat cell differentiation	0.0107074	22
GO:0045599	negative regulation of fat cell differentiation	0.016369719	10

**Table 2.** List of top 30 genes from the combined GO enriched terms related to fat or adipose development with the highest degrees

Gene	Degree	Betweenness Centrality	Closeness Centrality
*Akt1*	39	0.349267949	0.558282209
*Gsk3b*	23	0.230773486	0.478947368
*Adipoq*	21	0.101481567	0.484042553
*Cebpa*	21	0.072597239	0.484042553
*Ccnd1*	19	0.037552824	0.431279621
*Ppargc1a*	18	0.058255074	0.473958333
*Ucp1*	17	0.069045931	0.443902439
*Slc2a4*	17	0.041064493	0.473958333
*Fabp4*	16	0.063222749	0.443902439
*Retn*	15	0.073056209	0.443902439
*Vegfa*	15	0.041259118	0.446078431
*Cebpb*	14	0.041960465	0.455
*Lpl*	14	0.035363403	0.433333333
*Scd1*	14	0.022728141	0.433333333
*Xbp1*	11	0.027885025	0.397379913
*Sod2*	11	0.020179777	0.411764706
*Wnt10b*	11	0.01764364	0.411764706
*Dgat2*	10	0.003315263	0.380753138
*Sfrp1*	9	0.026403149	0.402654867
*Klf4*	9	0.015950399	0.40990991
*Snai2*	9	0.009428429	0.399122807
*Adrb3*	8	0.043638075	0.365461847
*Med1*	8	0.03520591	0.364
*Nr4a1*	7	0.032993776	0.393939394
*Hdac6*	7	0.008801478	0.399122807
*Sfrp2*	7	0.001072164	0.393939394
*Trib3*	6	0.012293217	0.400881057
*Gata2*	6	0.006169094	0.380753138
*Atf2*	6	0.003927372	0.40990991
*E2f1*	6	1.14E-04	0.397379913

**Table 3.** GO terms under biological processes category of the top 30 genes with the highest interaction degree

ID	GO Term	FDR	Gene Count
GO:0045444	fat cell differentiation	5.38E-49	28
GO:0045598	regulation of fat cell differentiation	1.23E-24	16
GO:0051240	positive regulation of multicellular organismal process	3.36E-18	25
GO:0009893	positive regulation of metabolic process	2.22E-16	28
GO:0010033	response to organic substance	4.49E-16	26

**Table 4.** List of DEGs observed gene interaction network of *Cebpa* at MEFD3plu/MEFD3min highlighting interaction type, expression fold change (*) and its significance (**), and significance of interaction (***)

Gene	Interactor Type	log2FC*	*p-*adj**	*p*-value***
*Trib1*	protein	1.2757261	9.53E-23	6.49E-24
*Trib2*	protein	0.2484696	0.04149	0.01775
*Sptan1*	protein	0.26594904	0.00596	0.002058
*Ppp1cb*	protein	−0.4120228	5.99E-04	1.71E-04
*Rfc2*	protein	−0.2496849	0.019862	0.007769
*Rfc3*	protein	−0.8750908	1.63E-12	1.98E-13
*Hdac1*	protein	−0.231246	0.022799	0.009052
*Rb1*	protein	1.30318645	1.01E-20	7.64E-22
*Nxf1*	protein	0.63601371	1.04E-09	1.56E-10
*Cebpa*	protein	4.81411526	1.00E-217	1.77E-220
*Smarca2*	protein	−1.3234689	3.98E-26	2.35E-27
*Ftsj3*	protein	0.69734207	3.12E-17	2.79E-18
*Baz1a*	protein	1.99860891	4.25E-116	2.82E-118
*Myh9*	protein	−0.7849686	1.03E-05	2.31E-06
*Rrp12*	protein	1.58576883	1.57E-31	7.57E-33
*Top1*	protein	0.46255199	1.14E-07	2.08E-08
*Nol10*	protein	1.13983894	3.93E-30	2.01E-31
*Myl6*	protein	−0.7482239	2.99E-06	6.31E-07
*Rbm39*	protein	0.18459507	0.004078	0.001357
*Safb2*	protein	0.60948244	0.004773	0.001614
*Mogs*	protein	0.30945873	0.003998	0.001328
*Hdgfrp2*	protein	0.62443954	1.88E-09	2.89E-10
*Thoc1*	protein	0.39876251	8.96E-04	2.63E-04
*Ddx54*	protein	0.39217318	0.009873	0.003584
*Rps14*	protein	−0.567406	0.003773	0.001246
*Dbt*	protein	1.59614098	3.93E-72	6.53E-74
*Rad21*	protein	0.75176143	4.90E-27	2.78E-28
*Vcp*	protein	0.29103786	1.91E-04	5.04E-05
*Snrnp70*	protein	0.23742331	0.013863	0.00521
*Rps4x*	protein	−0.4086177	0.03141	0.012959
*Pycr2*	protein	0.45103967	3.71E-05	8.92E-06
*Nup93*	protein	0.35399945	1.82E-05	4.23E-06
*Cdk1*	protein	−0.4306966	0.006843	0.002392
*Rrp1b*	protein	0.66632741	5.26E-07	1.02E-07
*Rps9*	protein	−0.321918	0.049547	0.021691
*Rpn1*	protein	−0.2017011	0.034541	0.014447
*Urb1*	protein	1.60300755	7.14E-21	5.33E-22
*Prpf4*	protein	0.48240813	2.17E-10	3.07E-11
*Gnb2*	protein	−0.4569276	2.17E-08	3.67E-09
*Cebpb*	protein	2.58063756	2.81E-74	4.55E-76
*Cdk4*	protein	−0.5755136	2.25E-09	3.49E-10
*Nop56*	protein	0.69728026	2.17E-17	1.93E-18
*Wdr5*	protein	0.3714022	0.001612	4.95E-04
*Ncoa3*	protein	−0.5646985	7.84E-04	2.27E-04
*Nat10*	protein	0.65085853	1.00E-07	1.82E-08
*Sap18*	protein	−0.2742982	0.011004	0.004035
*Pdcd11*	protein	0.8869514	1.21E-15	1.20E-16
*Rnps1*	protein	0.20642294	0.018317	0.007094
*D19Bwg1357e*	protein	0.4227897	1.77E-05	4.12E-06
*Ppp1ca*	protein	−0.5479237	2.22E-09	3.44E-10
*Psmd10*	protein	−0.4338942	0.005316	0.001815
*Asun*	protein	0.55150708	4.18E-10	6.09E-11
*Smarcd2*	protein	0.53243808	1.99E-09	3.06E-10
*Jdp2*	protein	−0.3267	2.78E-04	7.52E-05
*Zfr*	protein	−0.3860526	1.97E-08	3.32E-09
*Usp39*	protein	0.55563991	9.52E-08	1.72E-08
*Pnn*	protein	0.28073899	3.49E-05	8.37E-06
*Lig3*	protein	−0.3791107	4.94E-06	1.07E-06
*Stag1*	protein	−0.2677141	7.20E-06	1.59E-06
*Nol6*	protein	1.06249421	6.54E-10	9.71E-11
*Rpl27*	protein	0.52704131	7.16E-04	2.06E-04
*Lmnb1*	protein	−0.4357547	3.02E-07	5.74E-08
*Srsf5*	protein	0.54713539	5.07E-08	8.93E-09

**Table 5.** List of DEGs observed gene interaction network of *Cebpb* at MEFD3plu/MEFD3min highlighting interaction type, expression fold change (*) and its significance (**), and significance of interaction (***)

Gene	Interactor Type	log2FC*	*p*-adj**	*p*-value***
*Gsk3b*	protein	0.335455	0.032383	0.013407
*Rnf41*	protein	−0.54613	5.60E-10	8.27E-11
*Cebpa*	protein	4.814115	1.00E-217	1.77E-220
*Cebpb*	protein	2.580638	2.81E-74	4.55E-76
*Mapk14*	protein	0.916537	5.96E-16	5.79E-17
*Zbtb7b*	protein	0.591735	2.56E-10	3.65E-11
*Med1*	protein	0.428216	1.34E-04	3.47E-05
*Ptges2*	protein	1.653227	4.54E-71	7.80E-73
*Hdac1*	protein	−0.23125	0.022799	0.009052
*Rb1*	protein	1.303186	1.01E-20	7.64E-22
*Runx1t1*	protein	−0.9588	3.32E-10	4.78E-11

**Table 6.** List of DEGs observed gene interaction network of *Cebpa* at MEFD5plu/MEFD5min highlighting interaction type, expression fold change (*) and its significance (**), and significance of interaction (***)

Gene	Interactor Type	log2FC*	*p*-adj**	*p*-value***
*Trib3*	protein	0.62449	7.01E-09	7.70E-10
*Rfc3*	protein	−0.25539	0.048608	0.019505
*Ppp2r1a*	protein	−0.55163	7.48E-10	7.29E-11
*Cebpa*	protein	4.299336	4.97E-154	8.77E-157
*Srsf4*	protein	−0.71501	1.64E-04	3.54E-05
*Rbl2*	protein	−0.19147	0.025235	0.009225
*Baz1a*	protein	−0.5383	2.02E-09	2.05E-10
*Ncoa6*	protein	−0.51589	0.001752	4.70E-04
*Myh10*	protein	−1.32786	1.51E-29	3.04E-31
*Sin3a*	protein	−0.37961	7.85E-05	1.59E-05
*Top2a*	protein	−0.42784	1.12E-05	1.94E-06
*Lbr*	protein	−0.35716	3.73E-05	7.13E-06
*Noc2l*	protein	−0.85171	2.70E-20	9.75E-22
*Mogs*	protein	−0.35443	0.001064	2.72E-04
*Thoc2*	protein	0.384034	8.54E-06	1.45E-06
*Dbt*	protein	1.698034	8.17E-83	4.16E-85
*Vcp*	protein	−0.42803	2.42E-08	2.85E-09
*Sox9*	protein	−1.40303	2.12E-19	8.20E-21
*Cdk2*	protein	−0.52525	1.26E-11	1.00E-12
*Rrp1b*	protein	−1.08066	1.60E-16	7.82E-18
*Rfc5*	protein	−0.70548	4.01E-11	3.37E-12
*Rpn2*	protein	−0.39428	2.39E-06	3.72E-07
*Urb2*	protein	−0.79985	2.51E-09	2.59E-10
*Cebpb*	protein	0.906327	2.56E-09	2.65E-10
*Cdk5*	protein	0.307689	0.016229	0.005596
*Wdr6*	protein	−0.38057	0.020667	0.007347
*Ncoa4*	protein	1.158724	4.86E-14	3.00E-15
*Psmd11*	protein	−0.22202	4.70E-04	1.11E-04
*Zfr*	protein	0.340658	1.25E-06	1.87E-07
*Polr2a*	protein	−1.31882	2.31E-08	2.71E-09
*Mcm5*	protein	−1.02184	2.44E-25	6.26E-27
*Med24*	protein	−0.57037	1.56E-04	3.35E-05
*Stag2*	protein	0.404364	3.07E-04	7.00E-05
*Lmnb2*	protein	−0.81254	6.14E-14	3.83E-15

**Table 7.** List of DEGs observed gene interaction network of *Cebpb* at MEFD5plu/MEFD5min highlighting interaction type, expression fold change (*) and its significance (**), and significance of interaction (***)

Gene	Interactor Type	log2FC**	*p*-adj**	*p-*value***
*Gsk3b*	protein	−0.35866	0.023695	0.008603
*Sin3a*	protein	−0.37961	7.85E-05	1.59E-05
*Cebpa*	protein	4.299336	4.97E-154	8.77E-157
*Cebpb*	protein	0.906327	2.56E-09	2.65E-10
*Kmt2d*	protein	−0.98662	1.30E-04	2.76E-05
*Zbtb7b*	protein	0.343908	5.57E-04	1.34E-04
*Ptges3*	protein	−0.3568	3.20E-04	7.32E-05
*Bhlhe41*	protein	−1.80327	3.02E-11	2.51E-12

**Table 8.** List of primers

Gene	Primer	Sequence (5ʹ-3ʹ)
*Cebpa*	F	AAACAACGCAACGTGGAGA
	R	GCGGTCATTGTCACTGGTC
*Cebpb*	F	ATCGACTTCAGCCCCTACCT
	R	TAGTCGTCGGCGAAGAGG
*Fabp4 (aP2)*	F	GGATGGAAAGTCGACCACAA
	R	TGGAAGTCACGCCTTTCATA
*Lpl*	F	GGGAGTTTGGCTCCAGAGTTT
	R	TGTGTCTTCAGGGGTCCTTAG
*Adipoq*	F	TGTTCCTCTTAATCCTGCCCA
	R	CCAACCTGCACAAGTTCCCTT
*βactin*	F	CATTGCTGACAGGATGC
	R	TGCTGGAAGGTGGACA

### RNA-Seq library preparation and sequencing

Total RNA quality was estimated based on RNA integrity number (RIN) using Agilent BioAnalyzer 2100™. RNA samples with a RIN>8 was used for library preparation. RNA-Seq libraries were prepared using an Illumina® TruSeq Stranded mRNA Prep Kit accordingly with the manufacturer’s LS protocol. Samples were barcoded, multiplexed and sequenced (100 bp pair end) using the Illumina® NextSeq 550 platform at NYU Abu Dhabi (NYUAD) Genomic Core facility (Abu Dhabi, U.A.E).

### Transcriptome data generation

The DESeq2 computational pipeline was used to estimate raw count reads aligned to the reference genome [35]. Mouse genome (GRCm38/mm10) from the University of California Santa Cruz Genome Browser (https://genome.ucsc.edu/) was utilized as a reference [36]. Computing methods used a Linux-based command system on the New York University Abu Dhabi (NYUAD) high-performance computing (HPC) server platform Dalma (https://wikis.nyu.edu/display/ADRC/Cluster+-+Dalma). Raw data counts were deposited at National Centre for Biotechnology Information (NCBI) database and are available under Gene Expression Omnibus (GEO) accession number GSE152750.

### Bioinformatic and computational analysis

Heatmaps and correlation through PCA and distance heatmap dendrogram analysis were generated by RNA-Seq START (Shiny Transcriptome Analysis Resource Tool), via the New York University Abu Dhabi Centre of Genomic and Systems Biology (NYUAD-CGSB) Bioinformatics Online Analysis and Visualization Portal (http://tsar.abudhabi.nyu.edu/) [37].

DEG lists based on comparative analysis (i.e. statistical significance [*p*-value<0.05]) were identified using JMP Genomics software (http://www.jmp.com/software/genomics/). Selected gene lists were subjected to gene ontology (GO) term enrichment analysis using the g:Profiler database (https://biit.cs.ut.ee/gprofiler/gost) [38] or Database for Annotation, Visualization and Integrated Discover (DAVID) bioinformatics tool (https://david.ncifcrf.gov/home.jsp/) [39]. Enrichment terms are based on corrected *p*-adj or FDR of <0.05 and were therefore considered significant.

A PPI network of differentially expressed genes (DEGs) was constructed with the STRING database (http://www.string-db.org) followed by visualization with the Cytoscape software (version 3.6.0, Washington, DC, USA) (http://www.cytoscape.org/). The degree of nodes was determined with the plug-in Network Analysis app on the Cytoscape software. Gene interaction network models were constructed with the Biological General Repository for Interaction Datasets (BIOGRID; https://www.thebiogrid.org/) database followed by visualization of DEGs with the Cytoscape software.

### Statistical analysis

Statistical analysis used Student’s t-tests in Microsoft Excel™ (Microsoft®). Results are represented as the mean of at least three independent experiments, and a *p*-value<0.05 was considered significant.

## Result

### Formation of adipocyte-like cells from MEFs

We used MEFs in an initial incubation of cells – from day 0 (D0) – with adipogenic differentiating factors in culture medium (see Material and Method section) for 3 days (D3) followed by the removal of these factors and an additional incubation for 2 days (D5) (Figure 1a). Lipid accumulation was assessed with Oil Red O (ORO) staining on days 3 and 5. As expected, lipid accumulation was observed as droplet formation in treated (+) cells, but not in untreated (-) cells at both timepoints. Qualitatively, more and larger droplets were seen on D5 (Figure 1b). This finding was confirmed quantitatively using spectrophotometry with extracted stain. Higher optical density (OD) was recorded incrementally from treated cells, where OD was higher on D5 than on D3 (Figure 1c). We also examined endogenous expression of specific gene markers that are constitutively active in AT to confirm that results were not due to a random effect of treatment. Expression of mRNA levels for the adipocyte protein 2 (*aP2*) gene, also known as free fatty acid-binding protein 4 (*Fapb4*) [40] (Figure 1d; left chart), lipoprotein lipase (*Lpl*) gene [41] (Figure 1d; middle chart), and adiponectin (*Adipoq*) gene [42] (Figure 1d; right chart) were significantly upregulated after treatment. Comparatively, mRNA expression levels of the *aP2, Lpl*, and *Adipoq* genes were higher on D3, but not significantly, than on D5. These observations indicate that MEF developed adipogenic identity and functional activity. Thus, the process used to induce cells towards differentiation into adipocytes is a useful platform for transcriptome analysis.

**Figure 1.**
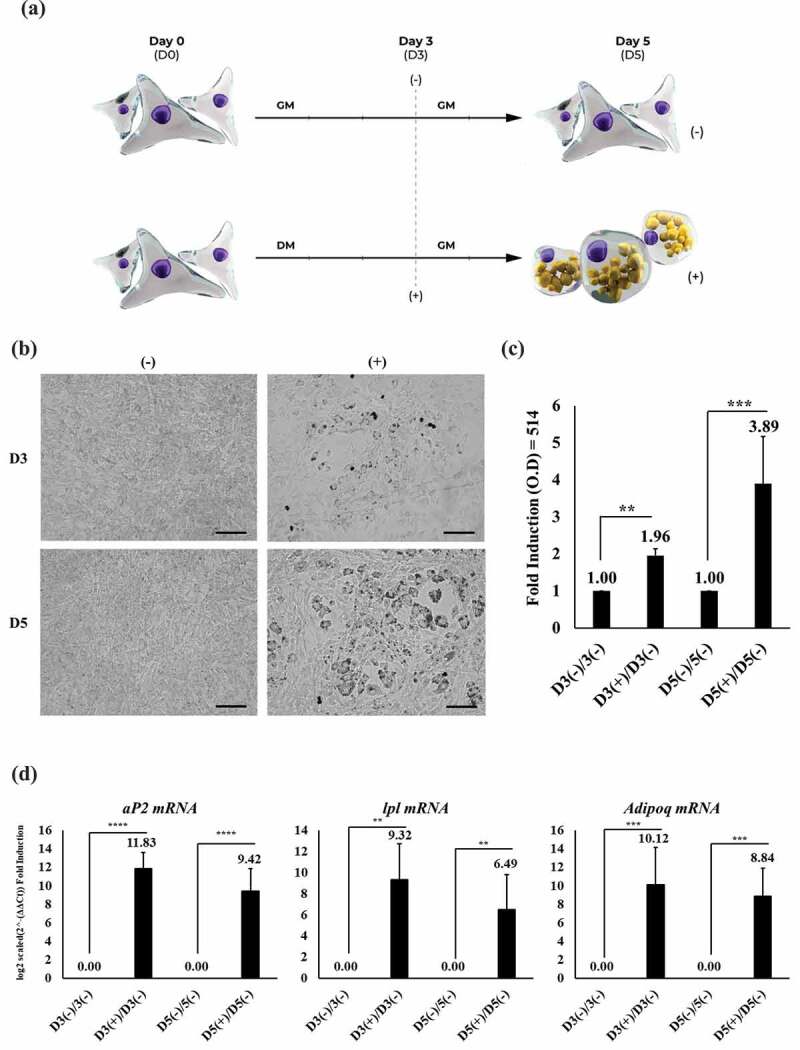
MEF capability to acquiring adipogenic features

### Global differential gene expression changes

Correlations were assessed with principle component analysis (PCA) and distance heatmap [43–45] for all timepoints to gain insight into changes at the transcriptome level. Times assessed included day 0 (MEFD0_1, MEFD0_3, and MEFD0_4), day 3 untreated (MEFD3min_1, MEFD3min_3, and MEFD3min_4), day 3 treated (MEFD3plu_1, MEFD3plu_3, and MEFD3plu_4), day 5 untreated (MEFD5min_1, MEFD5min_3, and MEFD5min_4), and day 5 treated (MEFD5plu_1, MEFD5plu_3, and MEFD5plu_4) (Figure 2a and B). 

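RNA from 15 MEF samples, 3 per condition, was sequenced, and the authors deposited for each sample the raw count of reads on each Ensembl gene, without normalization. The replicates carried the numbers 1, 3 and 4 at every condition. Treated cells received differentiation medium with 0.5 mM IBMX, a phosphodiesterase inhibitor that raises cAMP, 10 µg/mL insulin, 1 µM of the glucocorticoid dexamethasone and 10 µM of the Pparg agonist rosiglitazone for 3 days, and growth medium from then to day 5. The total counts per sample lay between 27144003 and 35852844 in MEFD0 (median 33878281), between 31826222 and 36039085 in MEFD3min (median 31897563) and between 29015042 and 37281126 in MEFD3plu (median 31812495). They lay between 24030558 and 35970314 in MEFD5min (median 34380215) and between 33606850 and 35606948 in MEFD5plu (median 35420674). Gene identifiers were matched to GENCODE M21, which uses GRCm38, and 46091 of them had a name there. The edgeR function filterByExpr kept 15997 genes. Counts were scaled by edgeR's TMM method, and CPM, the counts divided by the library totals, carry the same scaling. One edgeR quasi-likelihood model over the 5 conditions gave log2 fold changes with their standard errors, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene with at most 3 counts in every sample of a condition was taken to be at the floor there, and a fold change against such a condition is given as a lower bound.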

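On the log2 CPM of the 15997 genes, with a prior count of 2, the Euclidean distance between samples of the same condition averaged 58.7 over 15 pairs and ranged from 49.9 to 76.9. Between samples of different conditions it averaged 164 over 90 pairs and ranged from 99.9 to 205, so the closest samples of different conditions lay farther apart than the farthest replicates. Pearson's r across genes, which are not independent replicates, was 0.983 to 0.993 within conditions and 0.887 to 0.971 between them. Replicates within a condition were closest in MEFD5plu, at a mean distance of 52.4, and farthest in MEFD3min, at 68.0. They still differed by more than sampling noise, with a chi-square per degree of freedom of 5.74 to 114 over the pairs. The mean distance between conditions was 2.80 times that within them. Among the alternatives fixed in advance, this ratio moved most, to 7.30, when only the 500 genes with the largest variance were used. Among the comparisons of conditions, MEFD3min and MEFD3plu were 180 apart, MEFD5min and MEFD5plu 147, MEFD3min and MEFD5min 109, MEFD3plu and MEFD5plu 157, MEFD0 and MEFD3min 170, and MEFD0 and MEFD5min 140.4. Samples with the same replicate number deviated from their condition means with a mean correlation of 0.0572 over all pairs of conditions, against -0.0286 for samples with other numbers. The deviations within a condition cancel out, so the second value follows nearly from the first and is no separate baseline.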

Correlations between replicates for the same treatment condition showed tight clustering patterns (Figure 2a). According to PCA plot, these patterns where primarily driven by effect of treatments (PC1 = 58%) followed by time (PC2 = 31%) (Figure 2b).

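In a PCA of the log2 CPM of all 15997 genes, PC1 held 42.5% of the variance, PC2 28.4% and PC3 13.7%. With each sample left out in turn, the jackknife errors of the first pair of shares were 3.08 and 3.12 percentage points. On the 500 genes with the largest variance the shares of PC1 and PC2 were 55.0% and 33.7%. On PC1, untreated samples scored -90.3 ± 1.49 in MEFD0, -17.6 ± 1.88 in MEFD3min and -50.3 ± 5.51 in MEFD5min (mean ± SD, n = 3 each), and treated samples scored 96.6 ± 1.54 in MEFD3plu and 61.5 ± 1.26 in MEFD5plu (n = 3 each). On PC2, MEFD0 and MEFD3plu lay at one end, at 69.8 ± 2.54 and 68.3 ± 2.64, and MEFD3min, MEFD5min and MEFD5plu at the other, at -50.9 ± 5.96, -37.7 ± 13.3 and -49.5 ± 1.53 (mean ± SD, n = 3 each). Without the 3 MEFD0 samples, PC1 and PC2 held 53.3% and 24.0%. Among the 12 samples of days 3 and 5, treatment accounted for 46.4% of the sum of squares over genes, day for 23.6%, the treatment by day interaction for 17.6% and the differences between replicates for 12.4%.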

**Figure 2.**
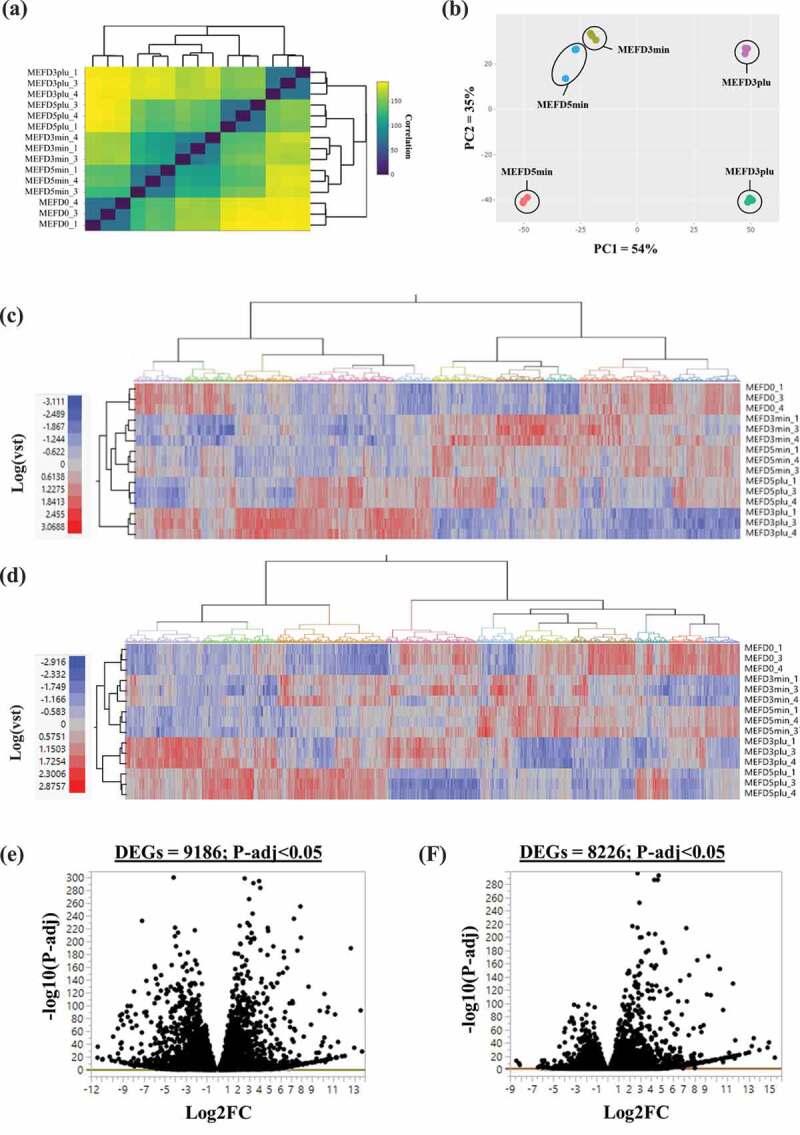
Correlation analysis and number of differentially expressed genes

Based on the correlation analysis, DEGs were identified for intermediate (MEFD3plu/MEFD3min) and terminal timepoints (MEFD5plu/MEFD5min). DEGs were genes that showed a statistically significant change in expression (*p*-adj<0.05) between treatments. 

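Of the 15997 genes tested, 8967 (56.1%) had an adjusted p under 0.05 in MEFD3plu/MEFD3min, 4480 of them higher and 4487 lower in treated cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MEFD5plu/MEFD5min, 8080 genes (50.5%) passed the same test, 4210 higher and 3870 lower. Among them, 3814 genes at day 3 and 2451 at day 5 had changed at least 2-fold, which of all alternatives moved the counts most. With libraries scaled by total counts alone, the share of DEGs that were higher at day 5 fell from 52.1% to 37.0%, and the median log2 fold change of all genes at day 5 moved by -0.16. The 3 treated and 3 untreated samples did not overlap for 9093 genes (56.8%) at day 3 and for 9936 genes (62.1%) at day 5, where chance gives 10%. A block for the replicate number gave adjusted p-values under 0.05 to 9452 genes at day 3 and 8607 at day 5. Deviations of same-numbered samples correlated at 0.244 between MEFD3min and MEFD3plu and at 0.0305 between MEFD5min and MEFD5plu. Leaving out 1 sample at a time gave 8157 to 9283 genes at day 3 and 6818 to 7692 at day 5.

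Among genes expressed at a mean log2 CPM of at least 3 and without overlap between the groups, the largest increase at day 3 was that of Agt, on chromosome 8 of GRCm38 from 124556534 to 124569706. It rose from 0.116 ± 0.119 to 804 ± 52.6 CPM (mean ± SD, n = 3 each), a log2 fold change of 12.63 (standard error 0.282). Cd36 and Cidec followed with log2 fold changes of 11.40 and 10.64. The largest decreases at day 3 were those of Oasl2 (log2 fold change -9.45), Ifit3b (-9.20) and Ifit3 (-8.60), of which Ifit3 and Ifit3b share 51.2% and 45.0% of their 50-base stretches with other genes, mainly each other. At day 5, the untreated samples of the most increased genes were at the floor, and Cidec, Adipoq and Gpd1 were at least 10208-fold, 7323-fold and 5056-fold higher in treated cells. Csn3, Dock8 and Mmp10 decreased most at day 5, with log2 fold changes of -4.40, -3.94 and -3.28.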

Using volcano plots, a total of 9186 (Figure 2e) and 8226 (figure 2f) DEGs were identified for MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively. Differences in numbers of DEGs may reflect a series of synergetic processes, such as genes response to signalling molecules (i.e. cellular dynamics) or nuclear changes (i.e. methylation/acetylation events) during adipogenesis. Such processes may be involved in specifying cell fate or enhancing adipogenic features. DEGs from both timepoints were further analysed via log scaled variance-stabilizing transformation (VST) to generate a heatmap of hierarchal clustering. Expression of selected DEGs lists in each timepoint was analysed across all conditions (MEFD0, MEFD3min, MEFD3plu, MEFD5min, and MEFD5plu) and their corresponding replicates. Variable expression patterns were observed across conditions (Figure 2c and D), which may reflect potency of the differentiation treatment. However, between both timepoints, there were no significant changes in the expression patterns and number of DEGs list isolated from MEFD3plu/MEFD3min and MEFD5plu/MEFD5min.

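Expression also differed between the untreated conditions. From MEFD0 to MEFD3min, 9602 genes had an adjusted p under 0.05, 5024 higher and 4578 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From MEFD0 to MEFD5min the count was 7421, with 3915 genes higher and 3506 lower, and from MEFD3min to MEFD5min it was 6845, with 3400 higher and 3445 lower. Between the treated conditions, from MEFD3plu to MEFD5plu, 10071 genes passed, 5402 higher and 4669 lower. The replicate number as a block gave 10010, 7970, 7420 and 10415, where deviations of same-numbered samples correlated at 0.132 between MEFD0 and MEFD3min, 0.0445 between MEFD0 and MEFD5min, 0.0764 between MEFD3min and MEFD5min and -0.0358 between MEFD3plu and MEFD5plu. Scaling by total counts alone changed which direction held the majority in 3 of these comparisons. The share of higher genes went from 52.3% to 43.9% from MEFD0 to MEFD3min, from 49.7% to 62.7% between MEFD3min and MEFD5min and from 53.6% to 49.1% between MEFD3plu and MEFD5plu. From MEFD0 to MEFD5min it went from 52.8% to 50.7%. The same scaling moved the median log2 fold change of all genes by -0.12 from MEFD0 to MEFD3min.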

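The difference between the treatment effects at day 3 and day 5 was tested as an interaction, and 7754 genes (48.5%) had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The effect was larger, as a signed log2 fold change, at day 3 for 3622 of them and at day 5 for 4132. With the replicate number as a block the interaction count was 8305, where the mean correlations of same-numbered samples were those given for the separate days. Scaling by total counts alone moved the share that were larger at day 3 from 46.7% to 59.5% and the median over all genes by 0.18. Over all genes tested, the log2 fold changes of day 3 and day 5 correlated at a Pearson's r of 0.51 and a Spearman's rho of 0.256, across genes, which are not independent replicates. Within replicates 1, 3 and 4 alone, Pearson's r was 0.458, 0.381 and 0.458. Among the DEGs of both days it was 0.64.

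Among genes expressed at a mean log2 CPM of at least 3, the interaction was most negative for Oas2, where treated samples at day 3 were at the floor and untreated samples were at least 795-fold higher, followed by Ifi44 (-12.28) and Ifit3b (-11.97). Ifi44, on chromosome 3 from 151730922 to 151749960, had 211 ± 28.7 CPM in MEFD3min, 0.219 ± 0.135 in MEFD3plu, 114 ± 54.4 in MEFD5min and 621 ± 31.2 in MEFD5plu (mean ± SD, n = 3 each). The most positive interactions among the same genes were those of Prg4 (4.68), Ctla2a (3.73) and Adam12 (3.63), of which Ctla2a shares 25.5% of its 50-base stretches with other genes. Prg4, on chromosome 1 from 150449412 to 150466165, had 8.09 ± 1.74 CPM in MEFD3min, 151 ± 9.15 in MEFD3plu, 20.3 ± 3.20 in MEFD5min and 14.8 ± 2.49 in MEFD5plu (mean ± SD, n = 3 each).

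**Figure D1:**
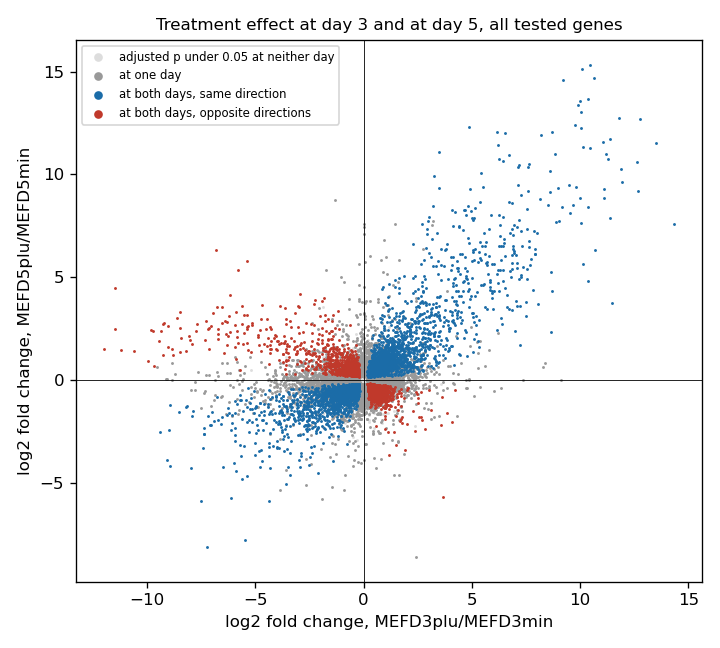
Log2 fold change of treated over untreated cells at day 3 (x axis) and at day 5 (y axis), with 1 point per tested gene (15997 genes). Blue points are DEGs of both days with the same direction (1984 higher and 1512 lower at both days), red points are DEGs of both days with opposite directions (849 and 997), and grey points are DEGs of 1 day or of neither.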

### Gene ontology, expression, and network interaction analysis of genes related to fat differentiation and development

Functional aspects of DEGs were examined using gene GO databases. Firstly, DEGs from both timepoint sets were organized into a Venn diagram to eliminate redundancy of genes (Figure 3a). 

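By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5342 genes had an adjusted p under 0.05 at both days, 3625 at day 3 only, 2738 at day 5 only and 4292 at neither. If the lists of both days were independent of each other, 4529 shared genes would be counted. Of the shared genes, 65.4% changed in the same direction, and 2136 of these changed more at day 3 and 1360 more at day 5. The other 1846 shared genes (34.6%) changed in opposite directions. The interaction had an adjusted p under 0.05 for all 1846 of them, which their selection by opposite effects in the same fit makes nearly certain. The share of opposite directions was also computed for DESeq2, the compared samples alone, the other scalings and filters and the replicate block. Of these it was lowest with DESeq2, at 34.2%, and highest among genes with at least 10 counts in every sample, at 38.3%. At least a 2-fold change at both days in opposite directions was seen in 285 genes. A gene on only one list was not always shown to respond differently at the other day, since the interaction passed for 2560 (70.6%) of the genes at day 3 only and for 1766 (64.5%) of those at day 5 only. With the replicate number as a block, 5926 genes were shared, 3526 were found at day 3 only and 2681 at day 5 only, and 36.6% of the shared genes had opposite directions. Leaving out 1 sample at a time gave 4561 to 5743 shared genes, 3260 to 4373 at day 3 only and 2257 to 3159 at day 5 only.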

The diagram showed 5314 DEGs shared between MEFD3plu/MEFD3min and MEFD5plu/MEFD5min and 3872 and 2912 uniquely expressed genes between MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively.

**Figure 3.**
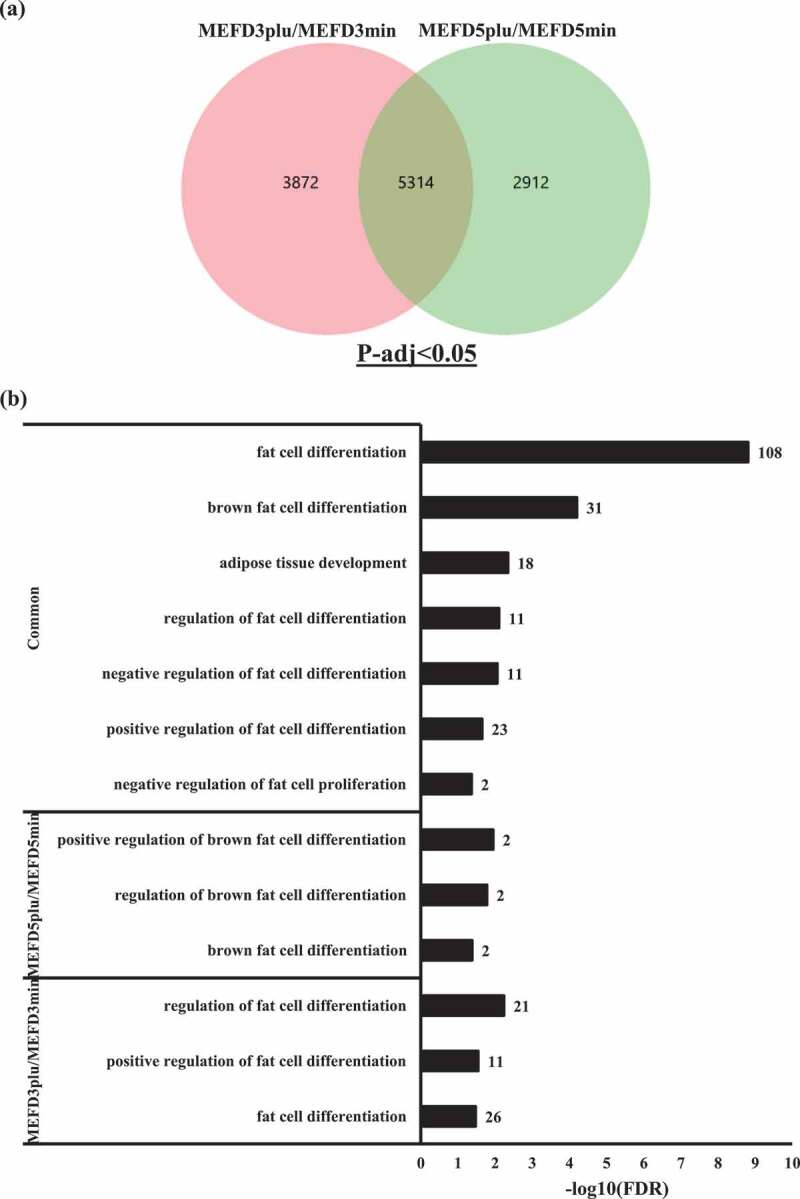
Differentially expressed genes (DEGs) GO term and PPI analysis

The common 5314 DEGs showed 3224 enrichment terms overall. The enrichment list showed 92 enrichment terms related to differentiation processes, including neuron, chondrocyte, osteoblast, macrophage, myeloid, and various immune and progenitor cells. Interestingly, among enrichments, GO terms fat cell differentiation (GO:0045444, 108 genes) and brown fat cell differentiation (GO:0050873, 32 genes) were most significantly present. Further filtering of enrichment terms was performed with focused terms relevant to fat cells and adipose tissue (Table 1). Four additional GO terms related to fat cell and adipose development were identified (Figure 3b), including adipose tissue development (GO:0060612, 18 genes), regulation of fat cell differentiation (GO:0045598, 41 genes), positive regulation of fat cell differentiation (GO:0045600, 22 genes), and negative regulation of fat cell differentiation (GO:0045599, 10 genes) (top panel: Figure 3b; Table 1). MEFD3plu/MEF3min unique DEGs also relevant enrichments towards fat development including regulation of fat cell differentiation (GO:0045598,21 genes; Table S1), positive regulation of fat cell differentiation (GO:0045600, 11 genes; Table S2), and fat cell differentiation (GO:0045444, 26 genes; Table S3) (lower panel: Figure 3b). Whereas MEFD5plu/MEFD5min unique DEGs, constrictively showed enrichments towards brown fat cells including positive regulation of brown fat cell differentiation (GO:0090336, 2 genes; Table S4), regulation of brown fat cell differentiation (GO:0090335, 2 genes; Table S5), and brown fat cell differentiation (GO:0050873, 2 genes; Table S6) (middle panel: Figure 3b). 

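As a measure of the brown fat genes as a group, 14 tested genes of a list of 16 that mark brown adipocytes had a median log2 fold change of 2.57 in MEFD3plu/MEFD3min, 10 of them higher in treated cells. In MEFD5plu/MEFD5min the median was 1.93, with all 14 higher. Limma's camera test, which allows for correlation between the genes of a list, gave adjusted p-values of 0.168 at day 3 and 0.00174 at day 5 (Benjamini-Hochberg adjustment over 42 list tests). The difference between the days, day 3 minus day 5, had a median of -1.19, 10 of 14 genes being more induced at day 5, and did not pass (adjusted p = 0.471, same test). A block for the replicate number gave -1.19 with an unadjusted camera p of 0.351, against 0.37 without it, where same-numbered samples correlated at 0.244 at day 3 and 0.0305 at day 5. The rotation test fry, which tests whether the genes of the list changed at all, gave an unadjusted p of 0.00031.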

Given that the common DEGs showed relevant enrichment terms as opposed to unique DEGs. Thus, the former was further analysed.

Expression patterns of the genes identified in the common enrichment list were further analysed using a metric heatmap (Supplementary Figure 2). The heatmap included all DEGs in each previous enrichment into a single list (119 genes), by removing redundant genes and normalizing gene counts on a log2 scale. The identified genes were categorized according to the timing of up or down differential expression (Supplementary Figure 2). Some genes were upregulated in both MEFD3plu and MEFD5plu, upregulated only in MEFD5plu, upregulated only in MEFD3plu, and downregulated in both MEFD5plu and MEFD3plu. 

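Dgat2, on chromosome 7 of GRCm38 from 99153658 to 99182719, had 1.42 ± 0.469 CPM in MEFD3min and 294 ± 17.4 in MEFD3plu (mean ± SD, n = 3 each), a log2 fold change of 7.69 (standard error 0.153, adjusted p = 5.33e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MEFD5min it had 1.83 ± 0.205 CPM and in MEFD5plu 88.1 ± 4.74 (mean ± SD, n = 3 each), a log2 fold change of 5.59 (standard error 0.142, adjusted p = 1.31e-14, same test). Together with Dgat2, the genes Adipoq, Mrap, Fabp4, Lrg1, Lamb3, Cebpa, Retn, Zbtb16, Slc2a4, Ffar2, Fam57b and Rgs2 were all higher in treated cells at both days, with adjusted p-values of at most 4.53e-06 at day 3 and 5.92e-06 at day 5. Untreated samples were at the floor for 7 of these 13 genes at day 3 and for 8 at day 5. Among those, the bounds at day 3 ran from at least 9.57-fold for Lamb3 to at least 147-fold for Zbtb16, and at day 5 Retn was at least 1559.7-fold higher. For the others, log2 fold changes ran from 4.11 for Rgs2 to 10.37 for Retn at day 3 and from 4.06 for Rgs2 to 9.35 for Fabp4 at day 5. The effect differed between the days for 3 of the 13 genes, and in at least 1 alternative on all samples also for Cebpa, Fabp4 and Retn. It was larger at day 3 for Dgat2, with an interaction of 2.10 (standard error 0.209), and larger at day 5 for Adipoq and Lrg1, where untreated samples at the floor set the size of the difference. Adipoq had 0, 27 and 1 counts in MEFD3min replicates 1, 3 and 4, and in at least 1 of the fits with a sample left out its interaction was -1.15, no longer past the threshold. The interaction of Lrg1 did not pass in at least 1 of these fits either (-3.46, adjusted p = 0.0821, same test).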

The first category consisted of 15 genes, namely, *Rorc, Dgat2, Adipoq, Mrap, Fabp4, Lrg1, Lamb3, Cebpa, Adrb2, Retn, Zbtb16, Slc2a4, Ffar2, Fam57b*, and *Rgs2*. 

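At day 5, the 11 genes Rarres2, Adrb3, Scd1, Plac8, Ucp1, Bnip3, Selenbp1, Wfdc21, Fabp3, Steap4 and Psmb8 were all higher in treated cells, with adjusted p-values of at most 0.000248 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 3, 7 of them were also higher with an adjusted p under 0.05, and 4 were lower. Those 4 were Plac8 (log2 fold change -3.36, standard error 0.217), Psmb8 (-3.17, 0.194), Fabp3 (-1.41, 0.309) and Ucp1 (-1.37, 0.305), against 2.03, 1.63, 2.15 and 1.36 at day 5. Psmb8 overlaps an antisense gene over 14.7% of its exon bases, and Fabp3 overlaps antisense genes over 19.6% and shares 29.2% of its 50-base stretches with a pseudogene. Ucp1, on chromosome 8 from 83290352 to 83298452, had 4.12 ± 1.13 CPM in MEFD3min, 1.57 ± 0.413 in MEFD3plu, 9.89 ± 3.16 in MEFD5min and 25.6 ± 3.63 in MEFD5plu (mean ± SD, n = 3 each). The increase was larger at day 5 than at day 3 for Rarres2, Scd1 and Steap4 too, with interactions of -3.68, -1.94 and -2.10 (adjusted p = 6.48e-05, 3.16e-08 and 1.64e-08, same test). Rarres2 overlaps the antisense gene Lrrc61 over 33.6% of its exon bases. A difference between the days was not shown for Adrb3, Selenbp1 or Wfdc21, whose interactions had adjusted p-values of 0.977, 0.249 and 0.625 (same test). Bnip3 rose by 1.34 at day 3 and 0.82 at day 5 on the log2 scale. Whether its interaction passed depended on the setting, with an adjusted p of 0.0545 in the same test, 0.0407 with DESeq2, 0.0437 with DESeq2's size factors, 0.00566 with total counts alone, 0.00309 without the filter and 0.0073 with the replicate block. With only the compared samples it did not pass. An antisense gene covers 22.3% of the exon bases of Bnip3, which also shares 16.5% of its 50-base stretches with other genes. Adrb3 and Wfdc21 were at the floor in untreated samples, 24.9% of the exon bases of Adrb3 lie opposite another gene, and Selenbp1 shares 46.3% of its 50-base stretches with Selenbp2.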

The second category consisted of 12 genes, namely, *Rarres2, Adrb3, Scd1, Plac8, Ucp1, Bnip3, Selenbp1, Wfdc21, Fabp3, Steap4, Psmb8*, and *Plac8*. 

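Of the genes Ppargc1a, Cebpb, Arl4a, Pex11a, Aldh6a1, Sh2b2, Frzb, Fgf10, Nr4a3, Nr4a1, Cebpd, Smad3 and Sod2, 12 were higher in treated cells at day 3 and 10 were higher at day 5 as well, with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase at day 3 exceeded that at day 5 in 12 of the 13, and the interaction passed the same threshold in 11. Nr4a1, on chromosome 15 from 101254269 to 101274795, rose from 4.31 ± 1.36 to 23.3 ± 1.04 CPM at day 3 and fell from 10.6 ± 1.50 to 6.94 ± 1.18 at day 5 (mean ± SD, n = 3 each). Its log2 fold changes were 2.43 and -0.60 (standard errors 0.183 and 0.177, adjusted p = 5.02e-09 and 0.00952, same test). Nr4a3 was at the floor in MEFD3min, at least 9.17-fold higher in MEFD3plu, and lower in treated cells at day 5. Smad3 had a log2 fold change of 0.17 at day 3 (standard error 0.150, adjusted p = 0.344, same test) and of -0.40 at day 5 (adjusted p = 0.0343). Each of these 3 decreases at day 5 did not pass in at least 1 of the fits with a sample left out. The values there were -1.49 for Nr4a3, -0.47 for Nr4a1 and -0.28 for Smad3 (adjusted p = 0.122, 0.0573 and 0.174, same test). The interaction of Smad3 did not pass in at least 1 such fit either (0.44, adjusted p = 0.0736, same test). Frzb had the largest interaction of those among the 13 above the floor, 3.41 (standard error 0.134), from log2 fold changes of 4.16 and 0.75. Sh2b2 changed by 3.94 and 1.55, Fgf10 by 2.26 and 0.65, Cebpd by 2.34 and 1.59 and Sod2 by 1.94 and 1.09, where Sod2 shares 21.0% of its 50-base stretches with other genes. Aldh6a1, which lies opposite Bbof1 over 18.6% of its exon bases, rose more at day 5, by 3.11 against 2.56 at day 3. For Ppargc1a (3.69 and 2.81) and Arl4a (2.13 and 1.79) the interaction did not pass (adjusted p = 0.0526 and 0.171, same test). That of Ppargc1a passed with DESeq2 (adjusted p = 0.0228), DESeq2's size factors (0.0422) and total counts alone (0.0276), and that of Arl4a with total counts alone (0.0240).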

The third category consisted of 13 genes, namely, *Ppargc1a, Cebpb, Arl4a, Pex11a, Aldh6a1, Sh2b2, Frzb, Fgf10, Nr4a3, Nr4a1, Cebpd, Smad3*, and *Sod2*. 

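The genes Wnt10b, Msx2, Hmga2, Ccnd1, Htr2a, Wisp1 (listed as Ccn4), Inhbb, Tgfb1i1, Itga6, Metrnl, Alms1, E2f1 and Hdac6 were all lower in treated cells at both days, with adjusted p-values of at most 0.00489 at day 3 and 0.0163 at day 5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes ran from -2.73 (Wnt10b) to -0.48 (Alms1) at day 3 and from -2.36 (Msx2) to -0.24 (Wisp1) at day 5, where Wisp1 did not pass without the filter (adjusted p = 0.0763, same test). The decrease differed between the days in 5 of the 13 genes and was larger at day 3 in each. With total counts alone Htr2a no longer passed (adjusted p = 0.0925, same test) and Metrnl did (0.0198). Tgfb1i1 passed without the filter (0.0029) and with the replicate block (0.0203). Wisp1 had the largest such difference, with 92.3 ± 3.81 CPM in MEFD3min, 25.6 ± 1.42 in MEFD3plu, 69.0 ± 5.75 in MEFD5min and 58.3 ± 2.55 in MEFD5plu (mean ± SD, n = 3 each) and an interaction of -1.61 (standard error 0.112, adjusted p = 6.53e-09, same test).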

The fourth category consisted of 13 genes, namely, *Wnt10b, Msx2, Hmga2, Ccnd1, Htr2a, Wisp1, Inhbb, Tgfb1i1, Itga6, Metrnl, Alms1, E2f1*, and *Hdac6*.

Specific interactions among these genes may be necessary for any given biological process. An interaction network is essential for understanding time-dependent regulation during differentiation observed in the previous heatmap with some genes. Thus, the relationship between gene expression patterns and timing is essential for elucidating fat differentiation and adipose development. Furthermore, key genes may be primary controllers of regulatory pathways. To explore this, a PPI network was constructed and curated via STRING and Cystoscape [46,47], respectively (Supplementary Figure 3). The numbers of degrees (adjacent links) from each node (gene) intersection were systematically selected with betweenness and closeness centrality (Figure 4a, Table 2 – displaying the top 30 genes). Gene *Akt1* showed the highest number of degrees, at 39, among all genes. *Adipoq* and *Fabp4* (*aP2*) showed 21 and 16 degrees, respectively, and *Ucp1* and *Lpl* showed 17 and 14 degrees, respectively. The top 30 genes from the GO term were further analysed at the biological process level with GO term analysis (Figure 4b) where most were associated with fat cell differentiation and metabolic and organic response processes (Table 3).

**Figure 4.**
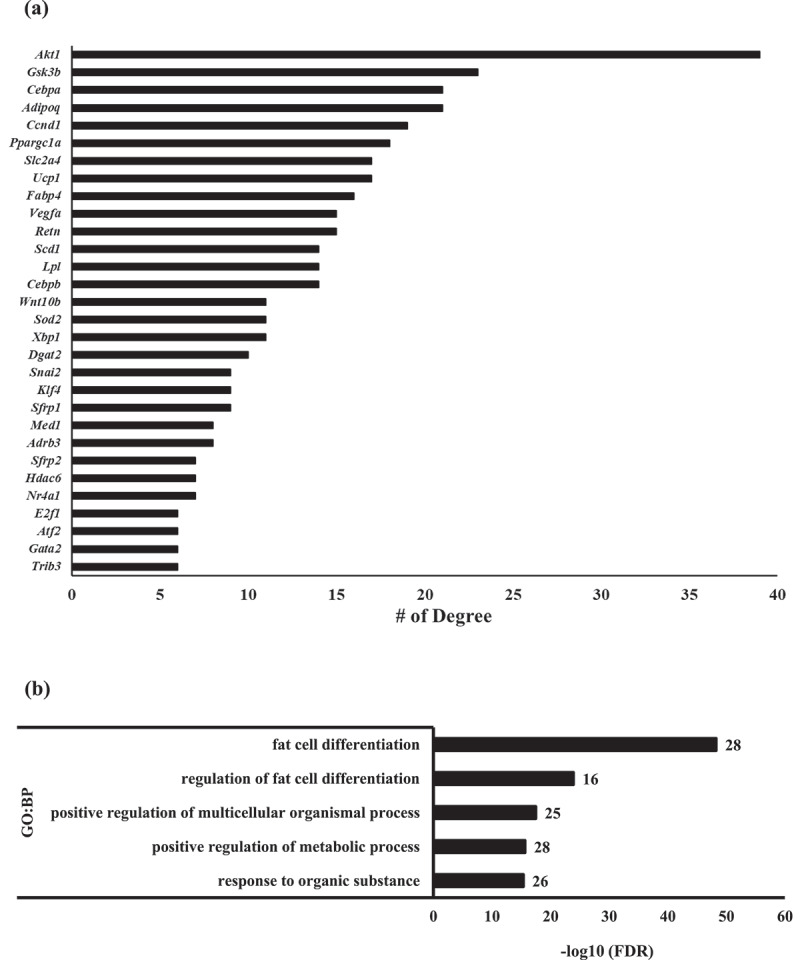
Degrees of centrality and GO term of DEGs

### *Gene interaction profile changes related to* Cebpa *and* Cebpb *expression*

Most genes identified in the PPI network are known to influence adipogenesis, and *Cebpa* and *Cebpb* were further investigated for their relation to protein factors. The endogenous expression of these factors may differ in terms of interaction with other proteins in a time-dependent manner (MEFD3plu/MEFD3min and MEFD5plu/MEFD5min). Therefore, *Cebpa* and *Cebpb* were examined with RT-PCR to determine and validate expression at the mRNA level (Figure 5a). On D3, significant upregulation of *Cebpa* and *Cebpb* was observed; however, on D5, only *Cebpa* showed significant upregulation (Figure 5a). These observations reflect the sensitivity of RNA-Seq analysis and suggest time-dependent interactions during treatment.

**Figure 5.**
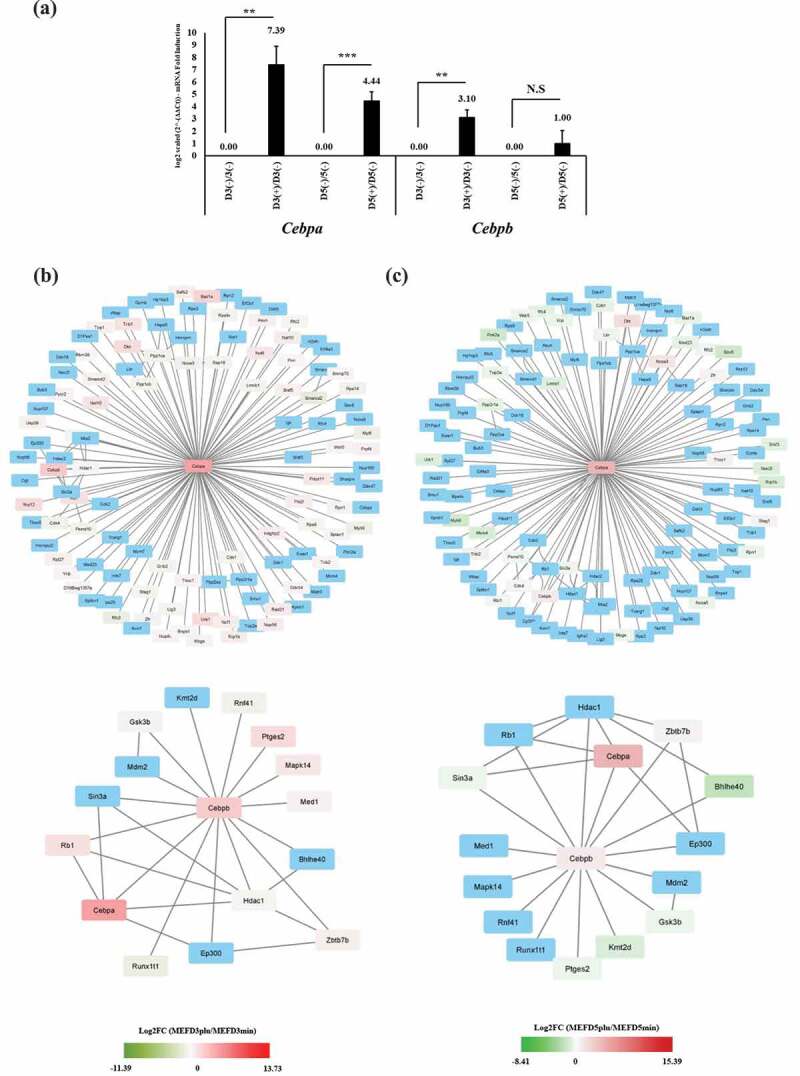
Verification of *Cebpa* and *Cebpb* gene expression and their association to other gene networks

Both *Cebpa* and *Cebpb* are noted for their pioneering effects in driving adipogenesis. Therefore, gene interaction networks were formulated for both genes and were comparatively analysed against DEGs list from each MEFD3plu/MEFD3min and MEFD5plu/MEFD5min lists. Gene interaction networks for murine sources were downloaded from BioGRID and uploaded to Cytoscape [47,48]. The *Cebpa* network, consisting of 117 interactions, 63 and 35 genes were observed in DEGs list of MEFD3plu/MEFD3min (upper panel: Figure 5b; Table 4) and MEFD5plu/MEFD5min (upper panel: Figure 5c; Table 6), respectively. 

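The 63 genes of Table 4 had the sign of the table in MEFD3plu/MEFD3min, 40 higher and 23 lower, and 61 of them had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2 fold changes ran from -1.31 (Smarca2) to 4.82 (Cebpa), and in 52 of the 63 the change was under 2-fold. Rps9 (log2 fold change -0.31, adjusted p = 0.0588) and Rpn1 (-0.19, adjusted p = 0.0519) did not pass in that test and passed with DESeq2. Adjusted over the 63 genes alone, all 63 passed, although genes picked from a list of DEGs of the same data cannot show stability that way. The 34 genes of Table 6 had the sign of the table in MEFD5plu/MEFD5min, 9 higher and 25 lower, and 32 of them passed. Rfc3 (-0.21, adjusted p = 0.1) and Rbl2 (-0.15, adjusted p = 0.105) passed only with DESeq2 and some other settings. Adjusted over the list alone, 32 of the 34 passed. The treatment effect differed between the days in 47 genes (74.6%) of Table 4 and in 27 (79.4%) of Table 6.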

Whereas in the *Cebpb* network, consisting of 16 interactions, 11 and 8 genes were observed in DEGs list of MEFD3plu/MEFD3min (lower panel: Figure 5b; Table 5) and MEFD5plu/MEFD5min (lower panel: Figure 4c; Table 7), respectively. 

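All 11 genes of Table 5 had an adjusted p under 0.05 in MEFD3plu/MEFD3min, 8 higher and 3 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7 of them changed by under 2-fold. In MEFD5plu/MEFD5min, 7 of the 8 genes of Table 7 passed, 3 of the 8 being higher and 5 lower. The exception was Gsk3b, whose log2 fold change at day 5 lay at the threshold. Log2 fold changes in Table 7 ran from -1.75 (Bhlhe41) to 4.34 (Cebpa), and 19.0% of the exon bases of Bhlhe41 lie opposite another gene. The effect of treatment differed between the days in 8 genes (72.7%) of Table 5 and in 6 (75.0%) of Table 7.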

Most interactions identified are directed through a protein targeted manner.

To further decipher *Cebpa* and *Cebpb* interactions, PPI networks of the DEGs detected in each timepoint were constructed using STRING. Design of construct, formulated via Cytoscape, were restricted on direct interactions of DEG nodes with either *Cebpa* and *Cebpb* in each timepoint. The genes were ranked in degree of interaction in each timepoint after merging *Cebpa* and *Cebpb* profiles (left panels: Figure 6a and B). Based on the network maps, there were more direct interactions at day 3 (8 ranked orders) than that of day 5 (4 ranked orders). At day 3, *Cebpa* showed the highest level of interaction at 12 degree; whereas *Cebpb* was ranked in the fourth order, along with *Cdk1* and *Psmb10*, at 5 degrees (right panel: Figure 6a). Interestingly, *Hdac1* and *Cdk4* were ranked in the second and third order at 9 and 6 degrees, respectively. Moreover, *Wrd5* was ranked at the fifth order at 4 degrees; whereas *Smarca2, Trib1, Rb1, Mapk14*, and *Gsk3b* were collectively ranked in the sixth order with 3 degrees each. Further to those, *Jpr2, Runx1t1*, and *Med1* were also collectively ranked at seventh order at 2 degree; whereas *Pteg2* and *Rnf1* were ranked at the eighth order with a degree level of 1. Inversely, at day 3, *Cebpb* showed the highest level of interaction at 6 degrees followed by *Cebpa* at 4 degrees (right panel: Figure 6b). Genes *Bhlhe41* and *Gsk3b* were ranked at third order at 3 degrees each; whereas *Cdk2, Sin3a*, and *Kmt2d* were ranked at the fourth order with 2 degrees each. The expression of the genes was further analysed using a metric heatmaps, which showed variable patterns among the genes at different timepoints (MEFD0 – day 0, MEFD3min – untreated day 3, MEFD5min – untreated day 5, MEFD3plu – treated day 3, and MEFD5plu – treated day 5) (Figure 6c). 

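Cebpa, on chromosome 7 of GRCm38 from 35119293 to 35121928, had 1.67 ± 0.349 CPM in MEFD0, 4.47 ± 1.02 in MEFD3min, 126 ± 8.07 in MEFD3plu, 2.83 ± 0.448 in MEFD5min and 57.9 ± 6.26 in MEFD5plu (mean ± SD, n = 3 each). Its log2 fold changes of 4.82 at day 3 and 4.34 at day 5 had standard errors of 0.158 and 0.161 and adjusted p-values of 1.35e-13 and 1.12e-12 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction of 0.48 did not pass (adjusted p = 0.0763, same test), nor did it with DESeq2, DESeq2's size factors or only the compared samples. It passed with the replicate number as a block (0.49, adjusted p = 0.0259, with correlations of same-numbered samples of 0.244 at day 3 and 0.0305 at day 5), without the filter (0.0448) and with total counts alone (0.00979). Cebpb, on chromosome 2 from 167688915 to 167690418, had 7.67 ± 1.11 CPM in MEFD0, 8.54 ± 1.04 in MEFD3min, 51.4 ± 3.50 in MEFD3plu, 8.25 ± 1.33 in MEFD5min and 15.9 ± 1.56 in MEFD5plu (mean ± SD, n = 3 each), and 20.7% of its exon bases lie opposite the gene Tmem189. It rose by 2.59 at day 3 and 0.95 at day 5 on the log2 scale (standard error 0.135 at both, adjusted p = 4.29e-11 and 1.89e-05, same test), and the increase was larger at day 3 (interaction 1.64, standard error 0.188, adjusted p = 2.23e-06, same test). Ptges2, on chromosome 2 from 32395896 to 32405772, rose from 18.7 ± 1.26 to 59.0 ± 4.36 CPM at day 3 and from 16.8 ± 1.16 to 40.8 ± 1.15 at day 5 (mean ± SD, n = 3 each), with log2 fold changes of 1.66 and 1.28 and an interaction of 0.37 (adjusted p = 0.0164, same test, and 0.0984 without the filter).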

As previously shown, *Cebpa, Cebpb*, and *Ptge2* were observed to be differentially upregulated in the treated conditions of day 3 and 5. 

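Psmb10, on chromosome 8 from 105935735 to 105938444, fell from 37.5 ± 6.03 CPM in MEFD3min to 9.85 ± 0.927 in MEFD3plu and rose from 17.8 ± 2.00 in MEFD5min to 69.3 ± 0.366 in MEFD5plu (mean ± SD, n = 3 each). Its log2 fold changes were -1.93 at day 3 and 1.96 at day 5 (standard errors 0.137 and 0.133, adjusted p = 2.36e-09 and 3.41e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Table 4 holds Psmd10 and not Psmb10. The log2 fold change of Psmd10 at day 3 was -0.42 (adjusted p = 0.00922, same test). It did not pass in at least 1 of the fits with a sample left out (-0.29, adjusted p = 0.0553, same test). Hdac1, on chromosome 4 from 129516104 to 129542713, had 43.5 ± 3.44 CPM in MEFD3min, 37.3 ± 2.03 in MEFD3plu, 46.5 ± 0.966 in MEFD5min and 57.7 ± 0.632 in MEFD5plu (mean ± SD, n = 3 each). It shares 35.3% of its 50-base stretches with pseudogenes, and the handling of reads that match more than one place is not stated. Its log2 fold changes were -0.22 (standard error 0.0827, adjusted p = 0.0292, same test) and 0.31 (standard error 0.0820, adjusted p = 0.0045), with an interaction of -0.54 (standard error 0.116, adjusted p = 0.00113). The decrease at day 3 did not pass when only the day 3 samples were fitted (adjusted p = 0.0874, same test), without the filter on low counts (0.0842) or in at least 1 of the fits with a sample left out (0.113), and passed with DESeq2 (0.0228), DESeq2's size factors in edgeR (0.0262), total counts alone (0.0306) and the replicate block (0.0199). With libraries scaled by total counts alone, the increase at day 5 was 0.15 (adjusted p = 0.109, same test).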

Interesting, *Psmb10* and *Hdac1* were observed to be differentially upregulated in treated MEF at day 5 as opposed to that at day 3. Whereas, *Mapk14, Gsk3b, Trib1, Kmt2d*, and *Rb1* were differentially upregulated in treated MEFs at day 3 rather than day 5. 

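Mapk14, Trib1 and Rb1 were higher in treated cells at day 3, with log2 fold changes of 0.92, 1.28 and 1.31 (standard errors 0.104, 0.117 and 0.128) and adjusted p-values of 8.35e-07, 5.89e-08 and 1.41e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 5, Mapk14 and Rb1 had not changed past the threshold (-0.03 and 0.21, adjusted p = 0.853 and 0.191, same test), and Trib1 was lower (-1.26, adjusted p = 2.05e-07). Gsk3b, on chromosome 16 from 38089001 to 38246084, had 93.2 ± 19.5 CPM in MEFD3min, 118 ± 5.33 in MEFD3plu, 74.7 ± 9.21 in MEFD5min and 60.1 ± 5.49 in MEFD5plu (mean ± SD, n = 3 each). Its log2 fold changes were 0.34 at day 3 (standard error 0.126, adjusted p = 0.0297, same test) and -0.31 at day 5 (standard error 0.128, adjusted p = 0.0501). The day 3 value did not pass with only the compared samples (adjusted p = 0.0767, same test). That of day 5 passed with DESeq2 (0.0237) and the replicate block (0.0301), among others. Kmt2d, with 81.6 ± 35.6 CPM in MEFD3min and 95.0 ± 24.7 in MEFD3plu (mean ± SD, n = 3 each), did not differ past the replicate spread at day 3 (0.22, standard error 0.234, adjusted p = 0.449, same test) and was lower in treated cells at day 5 (-0.94, adjusted p = 0.00344). The interaction passed for each of the 5 genes, at 0.95 for Mapk14, 0.65 for Gsk3b, 2.55 for Trib1, 1.16 for Kmt2d and 1.10 for Rb1.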

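Among Cdk2, Med19, Cdk4, Jdp2, Rnf41, Ncoa3, Wdr5, Sin3a, Cdk1 and Bhlhe41, 6 genes were lower in treated cells at day 3 and 7 at day 5 with an adjusted p under 0.05, and 3 of them, Med19, Rnf41 and Ncoa3, at both days (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2 fold changes were -0.26, -0.54 and -0.56 at day 3 and -0.23, -0.31 and -0.84 at day 5. Med19 did not pass at day 3 with only the compared samples (adjusted p = 0.0858, same test), nor without the filter at day 3 (0.0840) or day 5 (0.179). Cdk4 (-0.57, adjusted p = 3.49e-05, same test) and Jdp2 (-0.32, adjusted p = 0.00228) were lower at day 3 and not past the threshold at day 5 (-0.10 and -0.01), with interactions of -0.47 and -0.31 (adjusted p = 0.00505 and 0.0273, same test). That of Jdp2 did not pass with DESeq2's size factors (adjusted p = 0.0505), total counts alone (-0.13, 0.355), no filter (0.121) or only the compared samples (0.0853). It passed with DESeq2 and the replicate block. For Cdk4, 19.7% of the exon bases lie opposite Tspan31. Cdk2 (-0.48, adjusted p = 4.94e-05, same test), Sin3a (-0.34, adjusted p = 0.00344) and Bhlhe41 were lower at day 5 and not past the threshold at day 3 (-0.11, -0.02 and -0.56). Wdr5, on chromosome 2 from 27515157 to 27536535, rose from 37.9 ± 2.58 to 49.3 ± 1.85 CPM at day 3 and fell from 52.6 ± 6.36 to 33.2 ± 3.62 at day 5 (mean ± SD, n = 3 each), with log2 fold changes of 0.38 and -0.66 (adjusted p = 0.00315 and 2.85e-05, same test).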

There were also number of genes that were observed to be differentially downregulated due to the potency effect of differentiation treated, which included *Cdk2, Med19, Cdk4, Jdp2, Rnf41, Ncoa3, Wdr5, Sin3a, Cdk1*, and *Bhlhe41*. Overall, these variable observations between the different timepoints may suggest that specific interactions occur in a time-dependent manner for *Cebpa* and *Cebpb*.

**Figure 6.**
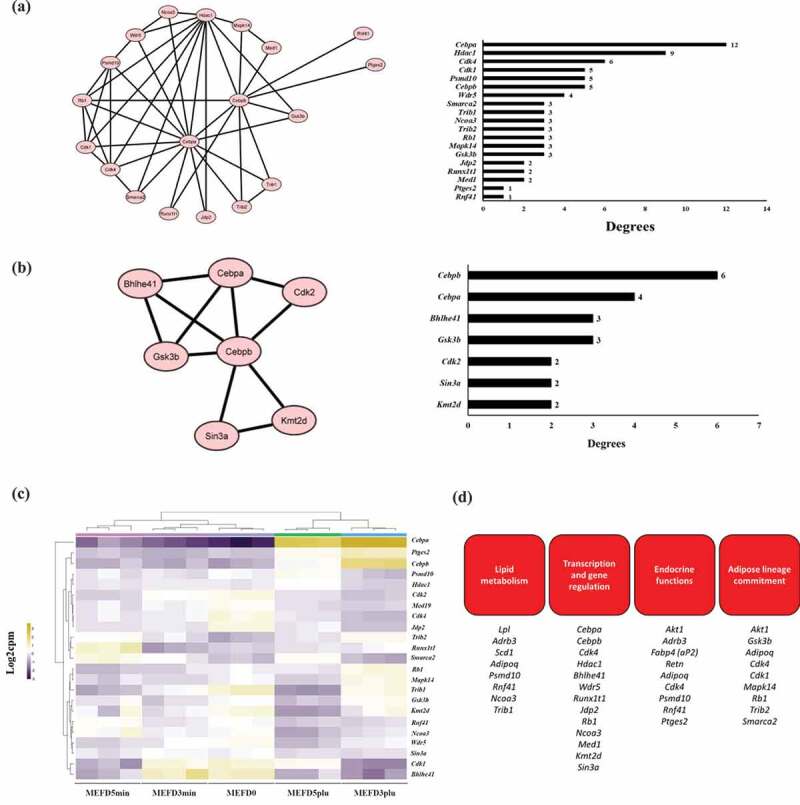
PPI network of *Cebpa* and *Cebpb* in relation to identified DEGs

## Discussion

AT consists of various cell types, with adipocytes as the major cell type present in mature tissues. Progenitor populations of stem cells and preadipocytes are also present. These latter cells can differentiate into various cell types, including adipocytes and its corresponding subtypes. Proliferation and differentiation of preadipocyte to mature cells continually sustain and maintain AT function. AT is present throughout the life cycle, and 50% of human subcutaneous fat cells are renewed every 8 years [49], illustrating the necessity of dynamic adipocyte replenishment through adipogenesis. Furthermore, from a global public health perspective, dysfunction of AT is linked to chronic diseases/disorder (i.e. obesity, cardiovascular diseases, diabetes) [4]. Therefore, the study of adipogenesis in vitro at molecular and mechanistic levels is essential for development of better therapeutic targets. Many studies that elucidate the processes of adipogenesis have used different cell lines, such as 3T3-L1, 3T3-F442A, MSCs, murine and human adipose stem cells (ASCs), and MEFs [16,28–34]. Some of these same models have also been used to explore transcriptomic aspects of adipogenesis [16,19,20,50–52]. Though MEFs have been used extensively, yet little is known about the dynamics of adipogenesis at a global gene level.

MEFs are fibroblasts derived and isolated from mouse embryos. When cultured in vitro, MEFs display spindle-like features that are typical of many fibroblasts [53–55]. MEFs are used extensively as a cellular ‘scaffolding’ tool in stem cell biology in maintaining the growth of primitive undifferentiated cells such as mouse- and human-induced pluripotent or embryonic stem cells [55,56]. Moreover, in addition to adipocytes, MEFs display multilineage differentiation ability for the production of effector cell types, including osteocytes, chondrocytes and neurons [32–34,57–59]. Most studies of adipocytes illustrate MEF adipogenic potential through observation of cellular morphological changes, such as lipid accumulation during differentiation, or by evaluating endogenous expression of known gene markers. In this study, MEFs were also observed to develop morphological changes associated with adipogenesis. MEFs accumulated lipids, shown by ORO staining, known to target lipid triglyceride droplets [28,29,60]. This accumulation was measured quantitatively with spectrophotometry [60]. Temporal lipid accumulation was assessed at 0, 3, and 5 days in cells in non-treated, basal medium, and differentiation medium groups. These time points were chosen due to sufficiency of lipid formation in MEFs when exposed to differentiation factors, as observed previously [16]. Where continues incubation of MEFs with differentiation factors can lead continuous cell death [16], which will have biases towards exploring RNA-Seq data especially when targeting DEGs related to adipocyte or fat formation. Thus, a beginning (day 0), intermediate (day 3), and a terminal (day 5) time point was designated for this study. Further to this, the change from differentiation media to basal media was used to revive existing formed fat cells and explored its genotypic nature via transcriptome analysis. The differentiation media used in this study contained known inducing factors, including dexamethasone, insulin and 3-isobutyl-1-methylxanthine (Figure 1a). Although non-homogenous in lipid content, a positive linear increment in lipid droplets was seen in treated as opposed to non-treated cells. In parallel, similar increments were observed at the gene level with the expression of a lipolytic protein secreted during adipogenesis that is an in vivo feature of adipocytes including *aP2, Lpl*, and *Adipoq* [41,42,61]. Consistent with other studies, the present study observed formation of adipocyte-like features in vitro from MEFs under exposure of enhancing adipogenic factors. However, due to heterogenous population observed in MEFs, these observations do suggest that 3T3-L1 still remains to be an optimum model to study the functional aspect of adipogenesis and its metabolism. Yet, MEFs use as a model in AT development can be further explored and potentially utilized to study adipogenesis.

The ultimate aim of this study was to explore global gene expression controlled in vitro experiments. The study included analysis of transcriptome data based on statistical significance and ranking methods (RRA). Analysis of collected data offers valuable insight, biologically and clinically, to adipogenesis in a systematic fashion. Non-treated and treated MEFs showed distinct cell morphology, based on lipid accumulation, and expression of *aP2, Lpl*, and *Adipoq*. This finding is reflected in transcriptome data, where correlation analysis, according to distance heatmap and PCA plots, showed tight clustering between samples and corresponding replicates. The largest differences were found among treatment conditions and, to a lesser extent, with time. Thus, global changes do occur in the presence of inducers, as previously described.

Comparative pairwise analysis between treatments versus their undertreated counterpart (i.e. MEFD3plu/MEFD3min and MEFD5plu/MEFD5min) was used to identify DEGs. A *p*-adj cut-off value <0.05 was applied to eliminate nonsignificant fold expression and select genes in an unbiased fashion. The approach selects significant changes regardless of fold induction. A total of 9186 and 8226 DEGs were identified in MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively. These slight yet variable numbers between timepoints suggest that some genes are expressed at specific times during adipogenesis. Previous studies illustrate the formation of different subtypes of adipocytes (i.e. brown, white, and beige) during adipogenesis. White adipocytes are formed earlier than brown adipocytes [2,5,62,63]. Data from the present study will require further analysis to determine if the same is true for MEFs as they differentiate into adipocytes in vitro. Moreover, linking the latter to epigenetic regulation would be useful for complete understanding of MEF adipogenic potential [11,64,65]. However, this study focused on DEGs (5314) that commonly changed globally at different timepoints. GO term analysis of these DEGs showed significant enrichment for genes involved in fat cell differentiation and adipose tissue development. The GO terms associated with fat differentiation and AT development, 119 DEGs, was further analysed. 

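The 21 genes Mrap, Adig, Ffar2, Fabp4, Slc2a4, Lrg1, Zbtb16, Lpl, Rarres2, Wfdc21, Adrb3, Steap4, Retn, Adipoq, Cebpa, Cebpb, Cebpd, Lamb3, Rgs2, Scd1 and Fam57b were all higher in treated than in untreated cells at both days, with adjusted p-values of at most 3.9e-05 at day 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adig, on chromosome 2 from 158502612 to 158508198, had no count in any untreated sample and 13.7 ± 1.61 CPM in MEFD3plu and 26.2 ± 4.12 in MEFD5plu (mean ± SD, n = 3 each), at least 136-fold and 224-fold higher. Steap4 had 17.0 ± 1.21 CPM in MEFD3min and 7.96 ± 1.51 in MEFD5min (mean ± SD, n = 3 each), against 121 ± 11.5 and 246 ± 18.1 in treated cells. The response differed between the days for 8 of the 21. As a group, 23 tested adipocyte genes had median log2 fold changes of 7.69 at day 3 and 7.90 at day 5 (camera, adjusted p = 2.94e-06 at both). Their list also holds Adipoq, so it is not independent of the 21 genes. All 23 were higher at day 3 and 22 at day 5 with an adjusted p under 0.05. The lowest log2 fold change at day 5 was 0.0014. The difference between the days of the 23 genes had a median of -0.39 (camera, adjusted p = 0.94), and a block for the replicate number gave the same median, with an unadjusted camera p of 0.962 against 0.933 without it. Among genes with at least 10 counts in every sample the median was 0.16.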

The generated heatmap showed significant upregulation exclusively in treated cells for key genes known to be involved in adipogenesis [66–82], including *Mrap, Adig, Ffar2, Fabp4* (*aP2), Slc2a4, Lrg1, Zbtb16, Rorc, Lpl, Rarres2, Wfdc21, Adrb2, Adrb3, Steap4, Retn, Adipoq, Cebpa, Cebpb, Cebpd, Lamb3, Rgs2, Scd1* and *Fam57b*. Interesting, when filtering key terms associated towards differentiation, there was significant enrichment terms that were linked towards fat development. This can suggest the potent effectiveness of inducing and driving the expression of pro-adipogenic genes at the biological level. However, analysis of other categories, such cellular components and/or molecular function, would further shed light mechanistically of adipogenesis in MEFs.

The magnitude of expression of DEGs might affect their capacity to affect adipogenesis. However, other factors may also play central roles in various processes, such as maintaining growth, proliferation, and functionality of adipocytes during differentiation. Hence, a PPI network of DEGs based on RRA [26] identified through the GO terms was constructed, and the top 30 genes with the highest node degrees were selected. Several ranked genes are known to have major regulatory roles in adipogenesis. These genes include protein kinase B (PKB) gene (*Akt1*) (the highest-ranked gene), known as a major contributor for maintaining adipocyte and adipose tissue mass through insulin signalling [83]. Moreover, glycogen synthase kinase 3-β gene (*Gsk3b*) was identified. This gene negatively regulates the Wnt pathway during lineage commitment towards adipogenesis in mouse embryonic stem cells. The gene product inhibits retinoic acid receptor β and negatively inhibits brown adipocyte programming [84,85]. Interestingly, cyclin D1 (*Ccnd1*), a cell cycle regulator that downregulates during the early phases of adipogenesis in mesenchymal stem cells [86], is downregulated specifically in treated cells in the current study. 

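Ccnd1, on chromosome 7 from 144929931 to 144939925, had 837 ± 10.3 CPM in MEFD0, 345 ± 17.2 in MEFD3min, 164 ± 4.16 in MEFD3plu, 609.9 ± 19.6 in MEFD5min and 401 ± 11.4 in MEFD5plu (mean ± SD, n = 3 each). In treated cells it fell by 1.07 at day 3 and by 0.61 at day 5 on the log2 scale (standard errors 0.0704 and 0.0696, adjusted p = 8.38e-10 and 1.95e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The decrease was larger at day 3 (interaction -0.47, adjusted p = 0.000891, same test). Untreated cells also had less Ccnd1 at day 3 than at day 0. Ccnd1 overlaps an antisense gene over 23.4% of its exon bases.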

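Scd1, on chromosome 19, was expressed without treatment, at 238 ± 22.4 CPM in MEFD3min and 243 ± 21.9 in MEFD5min, and reached 1170 ± 98.6 in MEFD3plu and 4599 ± 509 in MEFD5plu (mean ± SD, n = 3 each). Its log2 fold changes were 2.30 at day 3 and 4.24 at day 5 (adjusted p = 2.03e-11 and 4.62e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fabp4, on chromosome 3 from 10204088 to 10208576, rose from 6.12 ± 0.803 to 3059 ± 538 CPM at day 3 and from 6.92 ± 0.466 to 4522 ± 449.5 at day 5 (mean ± SD, n = 3 each). Lpl, on chromosome 8 from 68880491 to 68907448, rose from 34.0 ± 5.15 to 3931 ± 277 CPM at day 3 and from 23.9 ± 2.16 to 3925 ± 341 at day 5 (mean ± SD, n = 3 each), with log2 fold changes of 6.85 and 7.36. Retn rose from 0.0861 ± 0.121 to 127 ± 23.9 CPM at day 3 (mean ± SD, n = 3 each). Slc2a4 was at least 51.7-fold and 105-fold higher in treated cells at day 3 and day 5, and Adrb3 at least 10.6-fold and 42.7-fold, both from untreated samples at the floor.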

Some DEGs, significantly induced with treatment, also showed high node degrees, including *Adipoq, Cebpa, Slc2a4, Fabp4 (aP2), Retn, Scd1, Lpl, Cebpb* and *Adrb3*. These genes are known as regulators of adipogenesis and are involved in lipid metabolism, transcription, and endocrine functions in adipocytes. Consistently, genes reported in this study reflect the magnitude of signalling necessary for adipogenesis and AT as functioning tissue. Results may support the use of MEFs as a cellular model for adipocyte differentiation in vitro. However, as mentioned previously, more in-depth study of GO terms in molecular function and cellular component categories, as well as KEGG pathways, might improve understanding of adipogenesis in MEFs.

Expression changes in key genes in the DEGs list of the GO term fat cell differentiation were further analysed for expression after treatment. *Cebpa* and *Cebpb* were selected based on their identification early in landscaping adipogenesis [3,9,13,87,88] and showed expression consistent with RNA-Seq data. These transcription factors play an essential role in promoting adipogenesis, along with the master regulator *Pparg* [9]. However, these genes can also be detrimental to the expression of subtype specificity [88]. Such effects may be due to differential expression in a time-dependent manner, as observed in this study. Specifically, some genes show variable interaction profiles with one CEBP factor depending on timepoint (day 3 vs day 5). For instance, 63 and 34 gene interactions for C*ebpa* were observed to be differentially expressed with MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively. 

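The genes of Table 4 and Table 6 were each tested at both days by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which the tables give for 1 day only. Of the 54 genes of Table 4 that Table 6 does not list, 26 also had an adjusted p under 0.05 at day 5, and 19 of these had opposite directions at the 2 days. The interaction passed for 40 of the 54. Of the 25 genes that only Table 6 lists, 8 passed at day 3, and the interaction passed for 20. Of the 9 genes in both tables, 8 passed at both days, 5 of these with opposite directions, and the interaction passed for 7.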

Nine genes were observed to be common, and 54 and 25 genes were distributed uniquely with MEFD3plu/MEFD3min and MEFD5plu/MEFD5min conditions, respectively (Supplementary Figure 1a; Table 9). For *Cebpb*, 11 and 8 gene interactions were observed to be differentially expressed with MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively. 

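By Tables 5 and 7, 4 genes were on both Cebpb lists, 7 on that of day 3 only and 4 on that of day 5 only. The 7 genes of day 3 included 4 that also had an adjusted p under 0.05 at day 5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2 of them in the opposite direction, and the interaction passed for 6. Med1, another of the 7, passed at day 5 in the opposite direction with DESeq2 (-0.27, adjusted p = 0.0281) and the replicate block (-0.22, 0.0383). It also passed with DESeq2's size factors, total counts alone and only the compared samples. With total counts alone Hdac1, which is among the 4, did not pass at day 5 (0.15, adjusted p = 0.109, same test). None of the 4 genes of day 5 had an adjusted p under 0.05 at day 3, and the interaction passed for all 4. Without the filter it did not pass for Ptges3 (0.0568) or Sin3a (0.142), nor for Sin3a in at least 1 of the fits with a sample left out (0.0958). Ptges2, listed in Table 5, and Ptges3, listed in Table 7, are separate genes. Ptges3, which shares 19.6% of its 50-base stretches with pseudogenes, had log2 fold changes of 0.05 at day 3 and -0.31 at day 5 (standard error 0.0839 and 0.0837, adjusted p = 0.611 and 0.00509, same test).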

Five genes were common, and six and three genes were distributed uniquely in MEFD3plu/MEFD3min and MEFD5plu/MEFD5min, respectively (Supplementary Figure 1b; Table 10).

**Table 9.** List of DEGs from Venn diagram (Supplementary Figure 1) highlighting common and unique genes under interactions with *Cebpa* (Table 9) and *Cebpb* (Table 10) in timepoints MEFD3plu/MEFD3min and MEFD5plu/MEFD5min

Conditions	DEGs
Common between MEFD3plu/MEF3min and MEFD5plu/MEFD5min	*Rfc3, Cebpa, Baz1a, Mogs, Dbt, Vcp, Rrp1b, Cebpb*, and *Zfr*
Unique in MEFD3plu/MEF3min	*Trib1, Trib2, Sptan1, Ppp1cb, Rfc2, Hdac1, Rb1, Nxf1, Smarca2, Ftsj3, Myh9, Rrp12, Top1, Nol10, Myl6, Rbm39, Safb2, Hdgfrp2, Thoc1, Ddx54, Rps14, Rad21, Snrnp70, Rps4x, Pycr2, Nup93, Cdk1, Rps9, Rpn1, Urb1, Prpf4, Gnb2, Cdk4, Nop56, Wdr5, Ncoa3, Nat10, Sap18, Pdcd11, Rnps1, D19Bwg1357e, Ppp1ca, Psmd10, Asun, Smarcd2, Jdp2, Usp39, Pnn, Lig3, Stag1, Nol6, Rpl27, Lmnb1* and *Srsf5*
Unique in MEFD5plu/MEFD5min	*Trib3, Ppp2r1a, Srsf4, Rbl2, Ncoa6, Myh10, Sin3a, Top2a, Lbr, Noc2l, Thoc2, Sox9, Cdk2, Rfc5, Rpn2, Urb2, Cdk5, Wdr6, Ncoa4, Psmd11, Polr2a, Mcm5, Med24, Stag2*, and *Lmnb2*
Common between MEFD3plu/MEF3min and MEFD5plu/MEFD5min	*Gsk3b, Cebpa, Cebpb, Zbtb7b* and *Ptges2*
Unique in MEFD3plu/MEF3min	*Rnf41, Mapk14, Med1, Hdac1, Rb1* and *Runx1t1*
Unique in MEFD5plu/MEFD5min	*Sin3a, Kmt2d* and *Bhlhe40*

The majority of genes and their interactions play pivotal roles in maintaining adipose tissue function and properties including lipid, glucose and caloric metabolism, regulation to adipocyte size and lineage commitment, epigenetic and gene transcription regulatory activities, and cell cycle regulation [86,89–105] (Supplementary Figure 4). For instance, the *Gsk3b* gene maintains adipogenic lineage commitment during differentiation of mouse embryonic fibroblasts [84] and shows the second-highest number of degrees in the PPI network. This gene was commonly observed in the current data at both timepoints, suggesting an important and conserved role in adipocyte differentiation. 

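In single samples, Gsk3b had 82.9, 116 and 80.9 CPM in MEFD3min replicates 1, 3 and 4 and 116, 124 and 114 in MEFD3plu. In MEFD5min it had 78.6, 81.3 and 64.2 CPM and in MEFD5plu 60.3, 54.5 and 65.4. The increase at day 3 lost its adjusted p under 0.05 when only the day 3 samples were fitted (0.0767, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in at least 1 of the fits with a sample left out (0.116), and kept it under the alternatives with all samples. At day 5, each alternative with all samples took the decrease past the threshold, with adjusted p-values from 0.00837 with scaling by total counts alone to 0.0301 with the replicate number as a block, where same-numbered day 5 samples had the correlation of 0.0305. The difference between the days stayed between 0.56 and 0.84 on the log2 scale with each sample left out in turn.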

The marked sequential changes in the expression of several genes during differentiation treatment suggest initiation or inhibition of various pathways for many biological functions. In light of this, several studies have noted, and demonstrated in vitro, the reduced proliferation activity during adipogenesis [86,106–108]. For instance, the deletion of cyclin D1 (*Cdk1*) gene result in decrease expression of histone deacetylase (*Hdac1*) and increase of *Pparg* and therefore adipogenesis [109]. Although mitotic clonal expansion prior to adipogenesis remains to have conflicting views [110], these mechanisms have been characterized in murine models such as 3T3-L1 and mesenchymal stem cells [86,106]. In this study, similar trend of proliferation activity was observed in MEFs with *Hdac1* downregulated at day 3 of differentiation along with *Cdk1*. These downregulation effects were restored back at day 5, suggesting that the differentiation cocktail might play a potent inhibitory role. 

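Cdk1, on chromosome 10 from 69335146 to 69352938, had 229 ± 15.7 CPM in MEFD0, 75.7 ± 16.3 in MEFD3min, 56.5 ± 7.34 in MEFD3plu, 217 ± 21.1 in MEFD5min and 178 ± 8.13 in MEFD5plu (mean ± SD, n = 3 each). In treated cells it fell by 0.42 at day 3 on the log2 scale (standard error 0.131, adjusted p = 0.0115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The decrease did not pass when only the day 3 samples were fitted (adjusted p = 0.056, same test), nor in at least 1 of the fits with a sample left out (0.077), against 0.000126 to 0.0115 with all samples. Hdac1 at day 3 had 36.5, 35.7 and 39.6 CPM in treated replicates 1, 3 and 4, each below the untreated 43.8, 40.0 and 46.8. Pparg, on chromosome 6 from 115360951 to 115490399, rose from 12.4 ± 0.654 to 76.6 ± 9.54 CPM at day 3 and from 10.0 ± 0.769 to 89.5 ± 6.21 at day 5 (mean ± SD, n = 3 each), with log2 fold changes of 2.62 and 3.16 (adjusted p = 1.69e-12 and 3.37e-13, same test).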

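At day 5, Cdk1 was lower in treated cells by -0.29 on the log2 scale (standard error 0.129, adjusted p = 0.0759, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its change was not shown to differ from that at day 3 (interaction -0.14, standard error 0.184, adjusted p = 0.574, same test). Under the replicate block the day 5 decrease was -0.28 (adjusted p = 0.0238, same test), and with the other alternatives on all samples its adjusted p ran from 0.00337 to 0.0472. Lists of 42 S phase and 52 G2/M genes were tested with camera. In MEFD3plu/MEFD3min, the S phase genes had a median log2 fold change of -0.00 with 21 of 42 lower (adjusted p = 0.94 over 42 list tests), and the G2/M genes of -0.11 with 36 of 52 lower (adjusted p = 0.82). In MEFD5plu/MEFD5min, the medians were -0.46 with 40 of 42 lower (adjusted p = 0.153) and -0.40 with 50 of 52 lower (adjusted p = 0.162), and 31 and 38 of these genes were DEGs. The difference between the days had medians of 0.56 (adjusted p = 0.258) and 0.31 (adjusted p = 0.362). A block for the replicate number gave unadjusted camera p-values of 0.885 and 0.742 at day 3 and 0.0924 and 0.1 at day 5, against 0.895, 0.723, 0.067 and 0.0769 without it, with medians of -0.00, -0.11, -0.45 and -0.39, and same-numbered samples correlated at 0.244 at day 3 and 0.0305 at day 5. Mki67 had 775 ± 51.5 CPM in MEFD0, 125 ± 7.20 in MEFD3min, 132 ± 8.06 in MEFD3plu, 495 ± 8.98 in MEFD5min and 320.2 ± 5.06 in MEFD5plu (mean ± SD, n = 3 each).

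The lists also changed without treatment. From MEFD0 to MEFD3min, all 42 S phase genes and all 52 G2/M genes were lower, with medians of -1.94 and -2.12 (camera, adjusted p = 0.00174 and 0.00091). Both lists were higher again in MEFD5min than in MEFD3min, with medians of 1.52 and 1.81 (camera, adjusted p = 0.00091 and 0.000217). From MEFD3plu to MEFD5plu the medians were 0.91 and 1.46, where the G2/M list passed (camera, adjusted p = 0.0122) and the S phase list did not (0.0690).

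**Figure D2:**
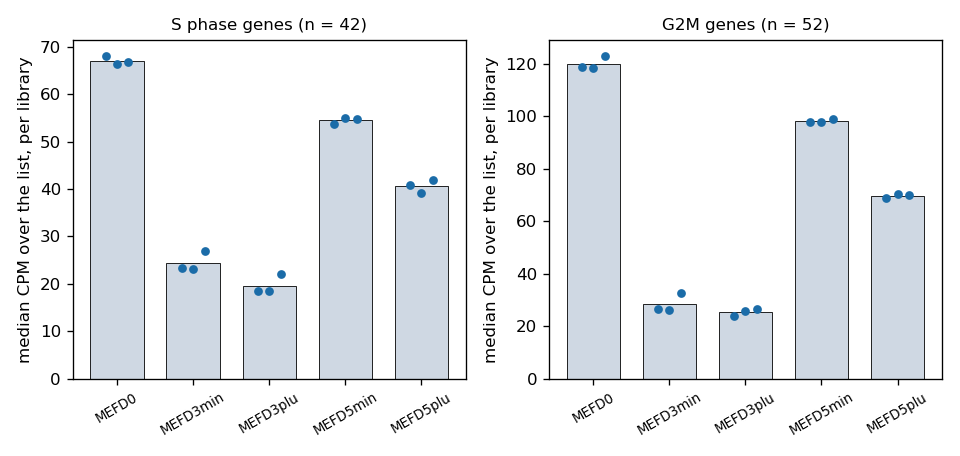
Median CPM over the 42 S phase genes (left) and the 52 G2/M genes (right) in each sample (points) and its mean over the 3 samples of a condition (bars). MEFD3min and MEFD3plu are the lowest conditions, with S phase medians of 23.1 to 26.9 and 18.4 to 22.0 CPM and G2/M medians of 26.0 to 32.5 and 24.0 to 26.5 CPM, and MEFD5plu (68.6 to 70.4) lies below MEFD5min (97.8 to 98.7).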

Interestingly, the PPI data in this study showed *Hdac1* to be highly ranked with 9 degrees at day 3, which also included direct interaction with *Cebpa* and *Cebpb*. Though the association of *Hdac1* and *Cebp* family of transcription factors have been observed in MEFs [111], 3T3-L1 [112], and other cell lines [113], this study systematically identified *Hdac1* having to play a pivotal role during adipogenesis in MEFs. Nonetheless, other factors identified here can attribute more to the nature aspect of adipogenesis in MEFs, which will require further analysis.

## Conclusion

This study highlights roles of *Cebpa* and *Cebpb* in regulating adipogenesis through interactions of large numbers of genes. Their expression was regulated in this study in a time-dependent manner. Nonetheless, characterizing relationship among interaction of identified genes with CEBP factors (or other pioneering factors) will be essential in future work. This study has demonstrated the strength in ranking method into stressing the most influential factors driving adipogenesis in MEFs via transcriptome data. Systematic global gene expression changes during adipogenesis allow us to better understand this process for future therapeutic targeting. In addition to studying known model for adipogenesis, such as 3T3-L1 and mesenchymal stem cells, this study illustrates the use of MEFs to better understand adipogenesis from transcriptome data by identifying new key proteins that can potentially regulate adipogenesis. As such, this study has systematically noted the main factor that drive differentiation was due to reduction in proliferation activity given the downregulation of cell cycle regulated genes and its associates. Indeed, further analysis from this study data will be needed to decipher MEFs adipogenic potential.

## References

[1] Negrel R, Grimaldi P, Ailhaud G. Establishment of preadipocyte clonal line from epididymal fat pad of ob/ob mouse that responds to insulin and to lipolytic hormones. Proc Natl Acad Sci U S A. 1978;75(12):6054–6058.21601110.1073/pnas.75.12.6054PMC393116

[2] Rosen ED, MacDougald OA. Adipocyte differentiation from the inside out. Nat Rev Mol Cell Biol. 2006;7(12):885–896.1713932910.1038/nrm2066

[3] Gregoire FM, Smas CM, Sul HS. Understanding adipocyte differentiation. Physiol Rev. 1998;78(3):783–809.967469510.1152/physrev.1998.78.3.783

[4] Bahmad HF, Daouk R, Azar J, et al. Modeling Adipogenesis: current and Future Perspective. Cells. 2020;9(10). doi:10.3390/cells9102326.PMC759020333092038

[5] Mota de Sa P, Richard AJ, Hang H, et al. Transcriptional Regulation of Adipogenesis. Compr Physiol. 2017;7(2):635–674.2833338410.1002/cphy.c160022

[6] Ntambi JM, Young-Cheul K. Adipocyte differentiation and gene expression. J Nutr. 2000;130(12):3122S–6S.1111088510.1093/jn/130.12.3122S

[7] Spiegelman BM, Flier JS. Adipogenesis and obesity: rounding out the big picture. Cell. 1996;87(3):377–389.889819210.1016/s0092-8674(00)81359-8

[8] Morrison RF, Farmer SR. Insights into the transcriptional control of adipocyte differentiation. J Cell Biochem. 1999;75(Suppl 32–33):59–67.1062910410.1002/(sici)1097-4644(1999)75:32+<59::aid-jcb8>3.3.co;2-t

[9] Farmer SR. Regulation of PPARgamma activity during adipogenesis. Int J Obes (Lond). 2005;29(Suppl 1):S13–6.1571157610.1038/sj.ijo.0802907

[10] Farmer SR. Transcriptional control of adipocyte formation. Cell Metab. 2006;4(4):263–273.1701149910.1016/j.cmet.2006.07.001PMC1958996

[11] Guo L, Li X, Tang QQ. Transcriptional regulation of adipocyte differentiation: a central role for CCAAT/enhancer-binding protein (C/EBP) beta. J Biol Chem. 2015;290(2):755–761.2545194310.1074/jbc.R114.619957PMC4294498

[12] Wu Z, Rosen ED, Brun R, et al. Cross-regulation of C/EBP alpha and PPAR gamma controls the transcriptional pathway of adipogenesis and insulin sensitivity. Mol Cell. 1999;3(2):151–158.1007819810.1016/s1097-2765(00)80306-8

[13] Rosen ED, Walkey CJ, Puigserver P, et al. Transcriptional regulation of adipogenesis. Genes Dev. 2000;14(11):1293–1307.10837022

[14] Rosen ED, Hsu CH, Wang X, et al. C/EBPalpha induces adipogenesis through PPARgamma: a unified pathway. Genes Dev. 2002;16(1):22–26. .1178244110.1101/gad.948702PMC155311

[15] Tanaka T, Yoshida N, Kishimoto T, et al. Defective adipocyte differentiation in mice lacking the C/EBPbeta and/or C/EBPdelta gene. Embo J. 1997;16(24):7432–7443.940537210.1093/emboj/16.24.7432PMC1170343

[16] Al-Sayegh MA, Mahmood SR, Abul Khair SB, et al. beta-actin contributes to an open chromatin for activation of the adipogenic pioneer factor CEBPA during transcriptional reprograming. Mol Biol Cell. 2020;31(23):mbcE19110628.10.1091/mbc.E19-11-0628PMC785187632877276

[17] Tang QQ, Lane MD. Activation and centromeric localization of CCAAT/enhancer-binding proteins during the mitotic clonal expansion of adipocyte differentiation. Genes Dev. 1999;13(17):2231–2241.1048584610.1101/gad.13.17.2231PMC316997

[18] Prokesch A, Hackl H, Hakim-Weber R, et al. Novel insights into adipogenesis from omics data. Curr Med Chem. 2009;16(23):2952–2964.1968927610.2174/092986709788803132PMC2765082

[19] Xin Y, Li C, Guo Y, et al. RNA-Seq analysis reveals a negative role of MSMO1 with a synergized NSDHL expression during adipogenesis of 3T3-L1. Biosci Biotechnol Biochem. 2019;83(4):641–652.3058241210.1080/09168451.2018.1559719

[20] Ahmed M, Kim DR. Modelling the gene expression and the DNA-binding in the 3T3-L1 differentiating adipocytes. Adipocyte. 2019;8(1):401–411.3180963210.1080/21623945.2019.1697563PMC6948977

[21] Basu U, Romao JM, Guan le L. Adipogenic transcriptome profiling using high throughput technologies. J Genomics. 2013;1:22–28.2503165210.7150/jgen.3781PMC4091434

[22] Mikkelsen TS, Xu Z, Zhang X, et al. Comparative epigenomic analysis of murine and human adipogenesis. Cell. 2010;143(1):156–169. .2088789910.1016/j.cell.2010.09.006PMC2950833

[23] Lee JE, Schmidt H, Lai B, et al. Transcriptional and epigenomic regulation of adipogenesis. Mol Cell Biol. 2019;39(11). doi:10.1128/MCB.00601-18PMC651759830936246

[24] Shaik S, Martin EC, Hayes DJ, et al. Transcriptomic profiling of adipose derived stem cells undergoing osteogenesis by RNA-Seq. Sci Rep. 2019;9(1):11800.3140984810.1038/s41598-019-48089-1PMC6692320

[25] Kolde R, Laur S, Adler P, et al. Robust rank aggregation for gene list integration and meta-analysis. Bioinformatics. 2012;28(4):573–580.2224727910.1093/bioinformatics/btr709PMC3278763

[26] Zhang S, Wang L, Li S, et al. Identification of potential key genes associated with adipogenesis through integrated analysis of five mouse transcriptome datasets. Int J Mol Sci. 2018;19(11).doi:10.3390/ijms19113557.PMC627473130424473

[27] Li W, Xu H, Xiao T, et al. MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. Genome Biol. 2014;15(12):554. .2547660410.1186/s13059-014-0554-4PMC4290824

[28] Green H, Kehinde O. An established preadipose cell line and its differentiation in culture. II. Factors affecting the adipose conversion. Cell. 1975;5(1):19–27.16589910.1016/0092-8674(75)90087-2

[29] Green H, Kehinde O. Spontaneous heritable changes leading to increased adipose conversion in 3T3 cells. Cell. 1976;7(1):105–113.94973810.1016/0092-8674(76)90260-9

[30] Fink T, Zachar V. Adipogenic differentiation of human mesenchymal stem cells. Methods Mol Biol. 2011;698:243–251.2143152410.1007/978-1-60761-999-4_19

[31] Munir H, Ward LSC, Sheriff L, et al. Adipogenic differentiation of mesenchymal stem cells alters their immunomodulatory properties in a tissue-specific manner. Stem Cells. 2017;35(6):1636–1646. .2837656410.1002/stem.2622PMC6052434

[32] Dastagir K, Reimers K, Lazaridis A, et al. Murine embryonic fibroblast cell lines differentiate into three mesenchymal lineages to different extents: new models to investigate differentiation processes. Cell Reprogram. 2014;16(4):241–252.2506863010.1089/cell.2014.0005PMC4115680

[33] Fei Z, Bera TK, Liu X, et al. Ankrd26 gene disruption enhances adipogenesis of mouse embryonic fibroblasts. J Biol Chem. 2011;286(31):27761–27768.2166987610.1074/jbc.M111.248435PMC3149366

[34] Baudry A, Yang ZZ, Hemmings BA. PKBalpha is required for adipose differentiation of mouse embryonic fibroblasts. J Cell Sci. 2006;119(Pt 5):889–897.1647878910.1242/jcs.02792

[35] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.2551628110.1186/s13059-014-0550-8PMC4302049

[36] Lee CM, Barber GP, Casper J, et al. UCSC Genome Browser enters 20th year. Nucleic Acids Res. 2019. doi:10.1093/nar/gkz1012.PMC714564231691824

[37] Nelson JW, Sklenar J, Barnes AP, et al. The START App: a web-based RNAseq analysis and visualization resource. Bioinformatics. 2017;33(3):447–449.2817161510.1093/bioinformatics/btw624PMC6075080

[38] Raudvere U, Kolberg L, Kuzmin I, et al. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res. 2019;47(W1):W191–W8. .3106645310.1093/nar/gkz369PMC6602461

[39] Huang da W, Sherman BT, Lempicki RA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 2009;37(1):1–13.1903336310.1093/nar/gkn923PMC2615629

[40] Garin-Shkolnik T, Rudich A, Hotamisligil GS, et al. FABP4 attenuates PPARgamma and adipogenesis and is inversely correlated with PPARgamma in adipose tissues. Diabetes. 2014;63(3):900–911.2431911410.2337/db13-0436

[41] Wong H, Schotz MC. The lipase gene family. J Lipid Res. 2002;43(7):993–999.1209148210.1194/jlr.r200007-jlr200

[42] Oh DK, Ciaraldi T, Henry RR. Adiponectin in health and disease. Diabetes Obes Metab. 2007;9(3):282–289.1739115310.1111/j.1463-1326.2006.00610.x

[43] Son K, Yu S, Shin W, et al. A simple guideline to assess the characteristics of RNA-seq data. Biomed Res Int. 2018;2018:2906292.3051957310.1155/2018/2906292PMC6241233

[44] Koch CM, Chiu SF, Akbarpour M, et al. A beginner’s guide to analysis of RNA sequencing data. Am J Respir Cell Mol Biol. 2018;59(2):145–157. .2962441510.1165/rcmb.2017-0430TRPMC6096346

[45] Chatterjee A, Ahn A, Rodger EJ, et al. A guide for designing and analyzing RNA-Seq data. Methods Mol Biol. 2018;1783:35–80.2976735710.1007/978-1-4939-7834-2_3

[46] Szklarczyk D, Gable AL, Lyon D, et al. STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res. 2019;47(D1):D607–D13. .3047624310.1093/nar/gky1131PMC6323986

[47] Shannon P, Markiel A, Ozier O, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13(11):2498–2504. .1459765810.1101/gr.1239303PMC403769

[48] Oughtred R, Stark C, Breitkreutz BJ, et al. The BioGRID interaction database: 2019 update. Nucleic Acids Res. 2019;47(D1):D529–D41. .3047622710.1093/nar/gky1079PMC6324058

[49] Spalding KL, Arner E, Westermark PO, et al. Dynamics of fat cell turnover in humans. Nature. 2008;453(7196):783–787. .1845413610.1038/nature06902

[50] Huo JS, McEachin RC, Cui TX, et al. Profiles of growth hormone (GH)-regulated genes reveal time-dependent responses and identify a mechanism for regulation of activating transcription factor 3 by GH. J Biol Chem. 2006;281(7):4132–4141. .1632670310.1074/jbc.M508492200

[51] Cho KA, Park M, Kim YH, et al. RNA sequencing reveals a transcriptomic portrait of human mesenchymal stem cells from bone marrow, adipose tissue, and palatine tonsils. Sci Rep. 2017;7(1):17114.2921499010.1038/s41598-017-16788-2PMC5719355

[52] Jaager K, Islam S, Zajac P, et al. RNA-seq analysis reveals different dynamics of differentiation of human dermis- and adipose-derived stromal stem cells. PLoS One. 2012;7(6):e38833.2272389410.1371/journal.pone.0038833PMC3378616

[53] Singhal PK, Sassi S, Lan L, et al. Mouse embryonic fibroblasts exhibit extensive developmental and phenotypic diversity. Proc Natl Acad Sci U S A. 2016;113(1):122–127.2669946310.1073/pnas.1522401112PMC4711836

[54] Amand MMS, Hanover JA, Shiloach J. A comparison of strategies for immortalizing mouse embryonic fibroblasts. J Biol Methods. 2016;3(2):e41.3145320810.14440/jbm.2016.110PMC6706133

[55] Xu J. Preparation, culture, and immortalization of mouse embryonic fibroblasts. Curr Protoc Mol Biol. 2005; 70(1):1. Chapter 28:Unit 28.10.1002/0471142727.mb2801s7018265366

[56] Takahashi K, Yamanaka S. Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell. 2006;126(4):663–676.1690417410.1016/j.cell.2006.07.024

[57] Oh SI, Park HS, Hwang I, et al. Efficient reprogramming of mouse fibroblasts to neuronal cells including dopaminergic neurons. ScientificWorldJournal. 2014;2014:957548.2499165110.1155/2014/957548PMC4058809

[58] Ruiz-Ojeda FJ, Ruperez AI, Gomez-Llorente C, et al. Cell models and their application for studying adipogenic differentiation in relation to obesity: a review. Int J Mol Sci. 2016;17(7). doi:10.3390/ijms17071040PMC496441627376273

[59] Hakim-Weber R, Krogsdam AM, Jorgensen C, et al. Transcriptional regulatory program in wild-type and retinoblastoma gene-deficient mouse embryonic fibroblasts during adipocyte differentiation. BMC Res Notes. 2011;4:157.2161592010.1186/1756-0500-4-157PMC3127957

[60] Kraus NA, Ehebauer F, Zapp B, et al. Quantitative assessment of adipocyte differentiation in cell culture. Adipocyte. 2016;5(4):351–358.2799494810.1080/21623945.2016.1240137PMC5160397

[61] Ertunc ME, Sikkeland J, Fenaroli F, et al. Secretion of fatty acid binding protein aP2 from adipocytes through a nonclassical pathway in response to adipocyte lipase activity. J Lipid Res. 2015;56(2):423–434.2553528710.1194/jlr.M055798PMC4306695

[62] Lowe CE, O’Rahilly S, Rochford JJ. Adipogenesis at a glance. J Cell Sci. 2011;124(Pt 16):2681–2686.2180793510.1242/jcs.079699

[63] Stout MB, Swindell WR, Zhi X, et al. Transcriptome profiling reveals divergent expression shifts in brown and white adipose tissue from long-lived GHRKO mice. Oncotarget. 2015;6(29):26702–26715. .2643695410.18632/oncotarget.5760PMC4694946

[64] Li HX, Xiao L, Wang C, et al. Review: epigenetic regulation of adipocyte differentiation and adipogenesis. J Zhejiang Univ Sci B. 2010;11(10):784–791.2087298610.1631/jzus.B0900401PMC2950241

[65] Siersbaek R, Nielsen R, Mandrup S. Transcriptional networks and chromatin remodeling controlling adipogenesis. Trends Endocrinol Metab. 2012;23(2):56–64.2207926910.1016/j.tem.2011.10.001

[66] Kim NS, Kim YJ, Cho SY, et al. Transcriptional activation of melanocortin 2 receptor accessory protein by PPARgamma in adipocytes. Biochem Biophys Res Commun. 2013;439(3):401–406.2399413410.1016/j.bbrc.2013.08.061

[67] Hong YH, Hishikawa D, Miyahara H, et al. Up-regulation of adipogenin, an adipocyte plasma transmembrane protein, during adipogenesis. Mol Cell Biochem. 2005;276(1–2):133–141.1613269410.1007/s11010-005-3673-0

[68] Ivan J, Major E, Sipos A, et al. The short-chain fatty acid propionate inhibits adipogenic differentiation of human chorion-derived mesenchymal stem cells through the free fatty acid receptor 2. Stem Cells Dev. 2017;26(23):1724–1733. .2899279310.1089/scd.2017.0035PMC5706617

[69] Fatima LA, Campello RS, Barreto-Andrade JN, et al. Estradiol stimulates adipogenesis and Slc2a4/GLUT4 expression via ESR1-mediated activation of CEBPA. Mol Cell Endocrinol. 2019;498:110447.3110049410.1016/j.mce.2019.05.006

[70] Haku S, Wakui H, Azushima K, et al. Early Enhanced Leucine-Rich alpha-2-Glycoprotein-1 Expression in Glomerular Endothelial Cells of Type 2 Diabetic Nephropathy Model Mice. Biomed Res Int. 2018;2018:2817045.3051538810.1155/2018/2817045PMC6236974

[71] Wei S, Zhang M, Zheng Y, et al. ZBTB16 overexpression enhances white adipogenesis and induces brown-like adipocyte formation of bovine white intramuscular preadipocytes. Cell Physiol Biochem. 2018;48(6):2528–2538.3012165510.1159/000492697

[72] Meissburger B, Ukropec J, Roeder E, et al. Adipogenesis and insulin sensitivity in obesity are regulated by retinoid-related orphan receptor gamma. EMBO Mol Med. 2011;3(11):637–651. .2185353110.1002/emmm.201100172PMC3377107

[73] Walton RG, Zhu B, Unal R, et al. Increasing adipocyte lipoprotein lipase improves glucose metabolism in high fat diet-induced obesity. J Biol Chem. 2015;290(18):11547–11556.2578455510.1074/jbc.M114.628487PMC4416858

[74] Helfer G, Wu QF. Chemerin: a multifaceted adipokine involved in metabolic disorders. J Endocrinol. 2018;238(2):R79–R94.2984860810.1530/JOE-18-0174PMC6026924

[75] Wu Y, Smas CM. Wdnm1-like, a new adipokine with a role in MMP-2 activation. Am J Physiol Endocrinol Metab. 2008;295(1):E205–15.1849276610.1152/ajpendo.90316.2008PMC2493586

[76] Jiang Y, Berry DC, Graff JM. Distinct cellular and molecular mechanisms for beta3 adrenergic receptor-induced beige adipocyte formation. Elife. 2017;6. doi:10.7554/eLife.30329PMC566793329019320

[77] Zhang CM, Chi X, Wang B, et al. Downregulation of STEAP4, a highly-expressed TNF-alpha-inducible gene in adipose tissue, is associated with obesity in humans. Acta Pharmacol Sin. 2008;29(5):587–592. .1843036710.1111/j.1745-7254.2008.00793.x

[78] Tomaru T, Steger DJ, Lefterova MI, et al. Adipocyte-specific expression of murine resistin is mediated by synergism between peroxisome proliferator-activated receptor gamma and CCAAT/enhancer-binding proteins. J Biol Chem. 2009;284(10):6116–6125.1912654310.1074/jbc.M808407200PMC2649096

[79] Nishizuka M, Honda K, Tsuchiya T, et al. RGS2 promotes adipocyte differentiation in the presence of ligand for peroxisome proliferator-activated receptor gamma. J Biol Chem. 2001;276(32):29625–29627.1141861110.1074/jbc.C100272200

[80] Jiao H, Kulyte A, Naslund E, et al. Whole-exome sequencing suggests LAMB3 as a susceptibility gene for morbid obesity. Diabetes. 2016;65(10):2980–2989. .2743145810.2337/db16-0522

[81] Yamashita-Sugahara Y, Tokuzawa Y, Nakachi Y, et al. Fam57b (family with sequence similarity 57, member B), a novel peroxisome proliferator-activated receptor gamma target gene that regulates adipogenesis through ceramide synthesis. J Biol Chem. 2013;288(7):4522–4537. .2327534210.1074/jbc.M112.440792PMC3576059

[82] Ralston JC, Mutch DM. SCD1 inhibition during 3T3-L1 adipocyte differentiation remodels triacylglycerol, diacylglycerol and phospholipid fatty acid composition. Prostaglandins Leukot Essent Fatty Acids. 2015;98:29–37.2595908510.1016/j.plefa.2015.04.008

[83] Shearin AL, Monks BR, Seale P, et al. Lack of AKT in adipocytes causes severe lipodystrophy. Mol Metab. 2016;5(7):472–479.2740877310.1016/j.molmet.2016.05.006PMC4921941

[84] Monteiro MC, Wdziekonski B, Villageois P, et al. Commitment of mouse embryonic stem cells to the adipocyte lineage requires retinoic acid receptor beta and active GSK3. Stem Cells Dev. 2009;18(3):457–463. .1869079310.1089/scd.2008.0154

[85] Markussen LK, Winther S, Wicksteed B, et al. GSK3 is a negative regulator of the thermogenic program in brown adipocytes. Sci Rep. 2018;8(1):3469.2947259210.1038/s41598-018-21795-yPMC5823915

[86] Marquez MP, Alencastro F, Madrigal A, et al. The role of cellular proliferation in adipogenic differentiation of human adipose tissue-derived mesenchymal stem cells. Stem Cells Dev. 2017;26(21):1578–1595. .2887410110.1089/scd.2017.0071PMC5662072

[87] Otto TC, Lane MD. Adipose development: from stem cell to adipocyte. Crit Rev Biochem Mol Biol. 2005;40(4):229–242.1612648710.1080/10409230591008189

[88] Linhart HG, Ishimura-Oka K, DeMayo F, et al. C/EBPalpha is required for differentiation of white, but not brown, adipose tissue. Proc Natl Acad Sci U S A. 2001;98(22):12532–12537. .1160671810.1073/pnas.211416898PMC60088

[89] Bauer RC, Yenilmez BO, Rader DJ. Tribbles-1: a novel regulator of hepatic lipid metabolism in humans. Biochem Soc Trans. 2015;43(5):1079–1084.2651792710.1042/BST20150101PMC4613491

[90] Chamorro-Garcia R, Shoucri BM, Willner S, et al. Effects of perinatal exposure to dibutyltin chloride on fat and glucose metabolism in mice, and molecular mechanisms, in vitro. Environ Health Perspect. 2018;126(5):057006.2978703710.1289/EHP3030PMC6072003

[91] Franck N, Gummesson A, Jernas M, et al. Identification of adipocyte genes regulated by caloric intake. J Clin Endocrinol Metab. 2011;96(2):E413–8. .2104792510.1210/jc.2009-2534

[92] Martinez B, Khudyakov J, Rutherford K, et al. Adipose transcriptome analysis provides novel insights into molecular regulation of prolonged fasting in northern elephant seal pups. Physiol Genomics. 2018;50(7):495–503.2962501710.1152/physiolgenomics.00002.2018PMC6087879

[93] Heinonen I, Kalliokoski KK, Hannukainen JC, et al. Organ-specific physiological responses to acute physical exercise and long-term training in humans. Physiology (Bethesda). 2014;29(6):421–436.2536263610.1152/physiol.00067.2013

[94] Tandon P, Wafer R, Minchin JEN. Adipose morphology and metabolic disease. J Exp Biol. 2018;221(PtSuppl 1). doi:10.1242/jeb.16497029514883

[95] Berry DC, Stenesen D, Zeve D, et al. The developmental origins of adipose tissue. Development. 2013;140(19):3939–3949.2404631510.1242/dev.080549PMC3775412

[96] Hepler C, Shan B, Zhang Q, et al. Identification of functionally distinct fibro-inflammatory and adipogenic stromal subpopulations in visceral adipose tissue of adult mice. Elife. 2018;7:e39636. doi: 10.7554/eLife.39636.PMC616705430265241

[97] Kim CY, Kim KH. Dexamethasone-induced selenoprotein S degradation is required for adipogenesis. J Lipid Res. 2013;54(8):2069–2082.2368730610.1194/jlr.M034603PMC3708358

[98] Kulyte A, Ehrlund A, Arner P, et al. Global transcriptome profiling identifies KLF15 and SLC25A10 as modifiers of adipocytes insulin sensitivity in obese women. PLoS One. 2017;12(6):e0178485.2857057910.1371/journal.pone.0178485PMC5453532

[99] Cho YL, Min JK, Roh KM, et al. Phosphoprotein phosphatase 1CB (PPP1CB), a novel adipogenic activator, promotes 3T3-L1 adipogenesis. Biochem Biophys Res Commun. 2015;467(2):211–217. .2644946210.1016/j.bbrc.2015.10.004

[100] Capasso S, Alessio N, Di Bernardo G, et al. Silencing of RB1 and RB2/P130 during adipogenesis of bone marrow stromal cells results in dysregulated differentiation. Cell Cycle. 2014;13(3):482–490. .2428125310.4161/cc.27275PMC3956544

[101] Choi YJ, Lee HW, Lee YS, et al. RRP12 is a crucial nucleolar protein that regulates p53 activity in osteosarcoma cells. Tumour Biol. 2016;37(4):4351–4358.2649977910.1007/s13277-015-4062-2

[102] Hansson B, Moren B, Fryklund C, et al. Adipose cell size changes are associated with a drastic actin remodeling. Sci Rep. 2019;9(1):12941.3150654010.1038/s41598-019-49418-0PMC6736966

[103] Schmidt D, Schwalie PC, Ross-Innes CS, et al. A CTCF-independent role for cohesin in tissue-specific transcription. Genome Res. 2010;20(5):578–588. .2021994110.1101/gr.100479.109PMC2860160

[104] Du C, Ma X, Meruvu S, et al. The adipogenic transcriptional cofactor ZNF638 interacts with splicing regulators and influences alternative splicing. J Lipid Res. 2014;55(9):1886–1896.2502440410.1194/jlr.M047555PMC4617354

[105] Townson SM, Dobrzycka KM, Lee AV, et al. SAFB2, a new scaffold attachment factor homolog and estrogen receptor corepressor. J Biol Chem. 2003;278(22):20059–20068. .1266024110.1074/jbc.M212988200

[106] Marcon BH, Shigunov P, Spangenberg L, et al. Cell cycle genes are downregulated after adipogenic triggering in human adipose tissue-derived stem cells by regulation of mRNA abundance. Sci Rep. 2019;9(1):5611. .3094875010.1038/s41598-019-42005-3PMC6449374

[107] Reichert M, Eick D. Analysis of cell cycle arrest in adipocyte differentiation. Oncogene. 1999;18(2):459–466.992720210.1038/sj.onc.1202308

[108] Marcon BH, Holetz FB, Eastman G, et al. Downregulation of the protein synthesis machinery is a major regulatory event during early adipogenic differentiation of human adipose-derived stromal cells. Stem Cell Res. 2017;25:191–201.2915637510.1016/j.scr.2017.10.027

[109] Fu M, Rao M, Bouras T, et al. Cyclin D1 inhibits peroxisome proliferator-activated receptor γ-mediated adipogenesis through histone deacetylase recruitment. J Biol Chem. 2005;280(17):16934–16941. .1571366310.1074/jbc.M500403200

[110] Tang QQ, Otto TC, Lane MD. Mitotic clonal expansion: a synchronous process required for adipogenesis. Proc Natl Acad Sci U S A. 2003;100(1):44–49.1250279110.1073/pnas.0137044100PMC140878

[111] Zuo Y, Qiang L, Farmer SR. Activation of CCAAT/enhancer-binding protein (C/EBP) alpha expression by C/EBP beta during adipogenesis requires a peroxisome proliferator-activated receptor-gamma-associated repression of HDAC1 at the C/ebp alpha gene promoter. J Biol Chem. 2006;281(12):7960–7967.1643192010.1074/jbc.M510682200

[112] Kuzmochka C, Abdou HS, Hache RJ, et al. Inactivation of histone deacetylase 1 (HDAC1) but not HDAC2 is required for the glucocorticoid-dependent CCAAT/enhancer-binding protein alpha (C/EBPalpha) expression and preadipocyte differentiation. Endocrinology. 2014;155(12):4762–4773.2520313910.1210/en.2014-1565

[113] Jin J, Iakova P, Jiang Y, et al. Transcriptional and translational regulation of C/EBPbeta-HDAC1 protein complexes controls different levels of p53, SIRT1, and PGC1alpha proteins at the early and late stages of liver cancer. J Biol Chem. 2013;288(20):14451–14462. .2356445310.1074/jbc.M113.460840PMC3656300

How the deposited data were processed for this re-analysis (not part of the article)

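MEFs at day 0 before treatment (MEFD0), and treated and untreated MEFs at day 3 and day 5 (MEFD3plu, MEFD3min, MEFD5plu and MEFD5min), were measured by RNA-Seq with 3 replicates per condition. The authors aligned the reads to GRCm38 and deposited the raw counts of reads on Ensembl genes for each of the 15 samples, without normalization. The paper's text does not name the aligner, the annotation release, the strand setting of the counting or the handling of reads that match several places, so overlaps with antisense genes and sequence shared with other genes are given for several of the genes reported singly. All 15 samples were used. The qPCR, Oil Red O, gene ontology and network results of the paper were not analysed here.

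Identifiers were matched to GENCODE M21 (GRCm38), where 46091 had a name and 512 had none. At least 1 count was present for 29186 genes. The total counts per sample lay between 24030558 and 37281126. A gene at or under 3 counts in all samples of a condition was taken as at the floor, and this floor covers counting error only. The 10 genes with the most counts held 5.96% to 9.61% of the counts of a sample.

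In R 4.3.3, edgeR 4.0.16 kept 15997 genes with filterByExpr on the 5 conditions and scaled libraries by TMM. glmQLFit and glmQLFTest gave the comparisons, from 1 fit with all 15 samples and no covariates, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The comparisons were MEFD3plu/MEFD3min, MEFD5plu/MEFD5min, the difference between both (the treatment by day interaction), MEFD3min and MEFD5min against MEFD0, MEFD5min against MEFD3min and MEFD5plu against MEFD3plu. Standard errors of log2 fold changes come from the same fit. Gene lists for S phase, G2/M, cAMP response, glucocorticoid response, adipocyte and brown fat were tested with camera in limma 3.58.1, with the correlation between genes estimated from the data. PCA and distances used log2 CPM with a prior count of 2, centred and not scaled. CPM are means with SDs over 3 samples.

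Before the data were examined, the comparisons, the main settings, the 6 gene lists, the alternatives and the rule for the genes to name were fixed. That rule names every gene the paper names for its RNA-Seq expression (some are not reported here and are left out of the list counts), the 3 most increased and the 3 most decreased genes of the day 3, day 5 and interaction comparisons with a mean log2 CPM of at least 3 (and, within a day, no overlap between groups), and Xist and 4 Y-linked genes as a check of the embryos' sex. Lists of interferon response, NF-kB response and macrophage genes were added after the data were seen, as were a PCA and distances on the 500 most variable genes after DESeq2's variance-stabilizing transformation.

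The alternatives were DESeq2 1.42.0 with default settings, a fit of only the samples compared, DESeq2's size factors in edgeR, scaling by total counts alone, no filter (all genes with at least 1 count), only genes with at least 10 counts in every sample (12251 genes), an adjusted p under 0.01, a change of at least 2-fold, the replicate number as a block, and each sample left out in turn. For the gene lists they also included camera with a preset correlation of 0.01 and the rotation test fry, and for PCA the 500 most variable genes, DESeq2's variance-stabilizing transformation, a prior count of 0.5 and leaving out the 3 MEFD0 samples. The pairing behind the block comes from the replicate numbers 1, 3 and 4, which the sample labels and the paper give in every condition; neither says what they share.

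The steps were tested on simulated counts with the real means and library sizes and 200 genes changed at day 3. edgeR recovered 188 of them (94.0%) with 7 false calls (3.59% of its calls) over 15546 genes, and the interaction recovered 172 (86.0%) with 3 false calls. DESeq2 recovered 189 (94.5%) with 35 false calls (15.6%) over 15997 genes. Camera gave a p of 5.02e-13 for a shifted list, and 1 of 100 unchanged lists had one under 0.05. The simulated genes were drawn independently, while the S phase and G2/M lists had correlations between genes of 0.259 and 0.266 at day 3. How camera behaves for such lists was therefore not tested. Nor was scaling tested under as many changes as in the data, where 8967 genes were called at day 3. With 3 samples against 3 no exact two-sided test can go below 0.1, so all p-values given come from models over all genes, and unadjusted ones are named as such.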

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

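The tests of interferon response genes, NF-kB response genes, macrophage markers and lowly expressed genes, and of the cell cycle genes of untreated cells at day 5 were chosen only after the result was seen; the other tests in this part were chosen before it.

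The treatment effect differed between day 3 and day 5 for 7754 genes by the interaction test, and 1846 DEGs of both days changed in opposite directions. With 3 replicate numbers, exchanging the days within a replicate number gives 4 arrangements, the real one included, and 1 of the 4 had as many genes for the interaction. The 3 others had 0 genes with an adjusted p under 0.05 and 95 to 105 with an unadjusted p under 0.05, against 8712 in the real one. Exchanging treated and untreated labels within a replicate number at both days gave 0 shared genes and 0 genes at day 3 only or day 5 only, so that 1 of 4 arrangements had as many for each of these counts; at an unadjusted p under 0.05 there were 109 to 135 genes at day 3 and 73 to 102 at day 5, against 9628 and 8971. For the day 3 and day 5 comparisons themselves, 1 of the 4 splits that part all same-numbered pairs had as many genes, and the 6 splits that part 1 pair only had 0 genes as well (unadjusted p under 0.05: 197 to 2949 genes at day 3 and 187 to 816 at day 5 over all other splits). A share under 0.05 cannot be reached with 4 arrangements, whatever the data. An exchange also moves real differences between conditions into the spread within groups, which can lower the counts. The counts of the other arrangements are therefore no baseline for what chance alone would give. With total counts alone, 1860 DEGs changed in opposite directions, but those lower at day 3 and higher at day 5 went from 997 to 676 and those higher and then lower from 849 to 1184. The number of such genes therefore hardly depended on the scaling, while the split between the 2 directions did. Depth overlapped between the conditions. Whether the loss of the drugs, the longer time in culture or the medium change led to the differences cannot be separated in this design, as days 3 and 5 differ in all of them.

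Of 50 genes in the paper's timing categories, 26 responded differently at the 2 days by the same test. Single genes with such a difference, as the day 3 minus the day 5 log2 fold change, were Psmb8 (-4.80), Psmb10 (-3.88), Hdac1 (-0.54), Nr4a1 (3.02), Gsk3b (0.65) and Ccnd1 (-0.47). Each kept its sign and its side of the threshold under every alternative with all samples. Hdac1 shares 35.3% of its 50-base stretches with pseudogenes, and whether reads of those were counted cannot be seen in gene counts.

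Genes that respond to cAMP rose more with treatment at day 3 than at day 5, by a median of 0.94 (20 of 24 genes higher, unadjusted camera p of 0.0205), which does not pass adjustment over the 42 list tests (adjusted p = 0.0616). Its median was 1.28 at day 3 and -0.06 at day 5. For glucocorticoid response genes the median difference was 1.61 (19 of 20 genes, unadjusted camera p of 0.000207, adjusted p = 0.00109), from 2.83 at day 3 and 1.35 at day 5. The replicate block gave medians of 0.94 and 1.61 with unadjusted p-values of 0.0313 and 0.000778, and same-numbered samples had correlations of 0.244 at day 3 and 0.0305 at day 5. Relative to the median of all genes under scaling by total counts alone, the medians were 0.97 and 1.64, but a scaling shifts all genes alike, so this check is void. After subtraction of a trend with GC content the medians were 1.02 and 1.65, and with gene length 0.98 and 1.58. Exchanging the days within replicate numbers gave as small a p in 1 of 4 arrangements for either list, the fewest the design allows, and the other 3 gave unadjusted p-values from 0.147 to 0.180 for the cAMP list and from 0.116 to 0.203 for the glucocorticoid list. Those 3 also carry real differences between the days in their spread, so they are no baseline for chance. The removal of IBMX and dexamethasone before day 5 predicts both differences and remains a candidate explanation, for the cAMP list only before adjustment.

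Genes that respond to interferon, which the paper does not discuss as a group, were lower in treated cells at day 3 and higher at day 5. Over 79 genes, the median log2 fold change was -3.23 at day 3 (71 lower, camera, adjusted p = 0.0148 over 14 tests), 1.50 at day 5 (73 higher, adjusted p = 0.0592), and -4.80 for the difference (76 genes, adjusted p = 0.000929). From MEFD0 to MEFD3min the median rose by 3.23 (72 of 79 higher, adjusted p = 0.0148). The median CPM over the list was 6.71 to 7.01 in the MEFD0 samples, 70.3 to 76.5 in MEFD3min, 6.55 to 7.10 in MEFD3plu, 34.8 to 58.6 in MEFD5min and 108 to 113 in MEFD5plu. Scaled by total counts alone the difference was -4.63, after a GC content trend -4.88 and after a gene length trend -4.72. Its distance from the median of all genes, -4.78, is void as a check of scaling for the reason given above. With each sample left out in turn, the largest unadjusted camera p was 0.000324, so no single sample carries it. The rise from day 0 was larger than in 100% of random lists matched on mean expression, so it is not shared by all lowly expressed genes. NF-kB response genes showed no such difference as a list (median 0.31, unadjusted camera p of 0.292). Of its 32 genes, 15 had a lower and 17 a higher log2 fold change at day 3 than at day 5. The interaction had an adjusted p under 0.05 for 11 and 13 of these. The values go against a damping of the whole list by the drugs, but cannot exclude a damping of part of it. Counts of 15 macrophage markers followed the pattern at day 3, the lowest untreated sample exceeding the highest treated one by 39.5 CPM (without TMM factors, as for the markers that follow). That sum came mostly from Mpeg1 (28.1 CPM in MEFD3min, 2.29 in MEFD3plu, 11.3 in MEFD5min and 119 in MEFD5plu) and Cd53 (19.3, 2.79, 20.4 and 21.2), while Ptprc stayed at or under 0.113 CPM and Adgre1, C1qa, C1qb and C1qc had 0 counts. The sum thus followed the prediction for RNA from macrophages, but the single markers go against it, since most were near 0 in every condition and Cd53, at 20.4 and 21.2 CPM, did not follow the rise of the list at day 5. A hypothesis left by the other tests is that untreated cultures mount an interferon response that the differentiation medium may hold down while present.

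Untreated cells changed with time, which the paper does not test. From day 0 to day 3 there were 9602 genes with an adjusted p under 0.05, and from day 3 to day 5 there were 6845. For both comparisons, and for day 5 against day 0 and treated day 5 against treated day 3, 1 of the 4 splits that part all same-numbered pairs had as many genes, and each other split had 0. At an unadjusted p under 0.05 those had 203 to 2075, 284 to 2170, 168 to 1173 and 141 to 848 genes. Such splits carry the real differences in their spread, so these counts are no baseline for chance either. G2/M genes rose again from untreated day 3 to day 5, by a median of 1.81 (52 of 52 higher, camera, adjusted p = 0.000217). Its distance from the median of all genes under scaling by total counts alone, 1.84, says nothing about scaling. If the untreated day 5 libraries were a mixture of day 0 and day 3 RNA, nearly all genes that differ between those would lie between them at day 5, and 79.3% of 4068 genes did (3226 genes). The genes had moved a median fraction of 0.507 of the way back to day 0 (quartiles 0.225 to 0.726), and the G2/M genes 0.736. A single mixing share would give all genes the same fraction apart from noise. The spread that noise between replicates would add was not computed, so these fractions do not by themselves rule out mixing. A renewed entry into the cell cycle, for example after a change of medium, may explain the rise; the handling of the untreated cultures between the days is not given in the paper's text.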

How the results depend on the processing

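Most results kept their direction and their side of the threshold: of the alternative values for the comparisons, gene lists, PCA and distances, 291 did so, 22 moved, 8 passed a threshold that the reported value had not passed, 4 reversed and 0 lost theirs. For the log2 fold changes of named genes, 2507 kept both, 65 newly passed, 59 no longer passed and 30 reversed.

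The counts of genes changed by more than 1.5 times only where at least a 2-fold change was required. They then fell from 8967 to 3814 at day 3, from 8080 to 2451 at day 5, from 7754 to 3489 for the interaction, from 9602 to 4068 for MEFD3min/MEFD0, from 7421 to 2438 for MEFD5min/MEFD0, from 6845 to 2150 for MEFD5min/MEFD3min and from 10071 to 3990 for MEFD5plu/MEFD3plu. Shared genes fell from 5342 to 1544, genes at day 3 only from 3625 to 2270 and genes at day 5 only from 2738 to 907. At an adjusted p under 0.01 the counts were 7221 at day 3, 6129 at day 5 and 5799 for the interaction. No gene called in a reported comparison was called with the opposite sign under DESeq2, another scaling, another filter, the replicate block, a fit of the compared samples alone or with a sample left out. Leaving out each sample in turn gave 7032 to 8498 genes for the interaction, 8860 to 9692 for MEFD3min/MEFD0, 6226 to 7119 for MEFD5min/MEFD0, 5937 to 7286 for MEFD5min/MEFD3min and 9146 to 9950 for MEFD5plu/MEFD3plu.

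The S phase list at day 3, at -0.00, changed sign with scaling by total counts alone (0.0163) and ranged from -0.0614 to 0.0564 over the 6 fits that each left out one sample. At day 5 it passed with the preset correlation of 0.01 (-0.46, unadjusted p of 3.13e-09), with fry (-0.46, unadjusted p of 1.15e-06) and with total counts alone (-0.62, unadjusted p of 0.0298). G2/M genes passed at day 3 with fry (-0.11, unadjusted p of 0.0387), and at day 5 with the preset correlation (-0.40, unadjusted p of 1.32e-09), with fry (-0.40, unadjusted p of 1.7e-06) and with total counts alone (-0.56, unadjusted p of 0.0217). The correlation between the genes of these lists, which the reported test estimates from the data, was 0.259 to 0.266. With one sample left out, the medians ranged from -0.51 to -0.44 for S phase at day 5, from -0.18 to -0.00 for G2/M at day 3 and from -0.44 to -0.39 at day 5. For the differences between the days they ranged from 0.85 to 1.13 for the cAMP list (p from 0.0192 to 0.0344), from 1.46 to 1.74 for the glucocorticoid list, from -0.51 to -0.29 for the adipocyte list and from -2.15 to -1.14 for the brown fat list. The adipocyte difference was 0.16 among genes with at least 10 counts in every sample, a filter that removes genes absent from untreated cells, and the brown fat difference passed with fry (-1.19, unadjusted p of 0.00031). Total counts alone moved the median over all genes by 0.02 at day 3 and -0.16 at day 5, about as much as those of the S phase and G2/M lists, so their medians moved with all genes. Why their p at day 5 fell was not tested.

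The share of PC1 was 55.0% and that of PC2 33.7% on the 500 genes with the largest variance, 53.3% and 24.0% without the 3 MEFD0 samples, and 51.9% and 36.9% on the 500 most variable genes after DESeq2's variance-stabilizing transformation, a setting chosen after seeing the data. The ratio of distances between and within conditions was 7.30 on the 500 genes, 3.53 with the variance-stabilizing transformation, 2.54 with a prior count of 0.5 and 9.86 with the setting chosen afterwards. The correlation between the log2 fold changes of both days was 0.32 among genes with at least 10 counts in every sample, 0.64 among the DEGs of both days, and 0.48 to 0.53 with one sample left out; the cause was not tested.

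For the difference between the days, the fits with one sample left out ranged across 0 for Mrap from -2.38 to 0.0613, Lamb3 from -0.00899 to 0.764, Slc2a4 from -0.747 to 1.93, Fam57b from -0.0441 to 0.897, Rgs2 from -0.0463 to 0.239, Adrb3 from -0.874 to 1.62, Wfdc21 from -2.35 to 0.287, Msx2 from -0.0902 to 0.590, Trib3 from -0.0295 to 0.147, Gata2 from -0.0878 to 0.266, Med19 from -0.0811 to 0.0654, Cdk1 from -0.285 to 0.0255, Xist from -0.0737 to 0.719, Eif2s3y from -0.0547 to 0.0711, Agt from -0.0103 to 3.30 and Cd36 from -0.694 to 0.995. At day 3 they did so for Kmt2d from -0.0568 to 0.586, Sin3a from -0.101 to 0.0344, Ptges3 from -0.0135 to 0.146 and Ddx3y from -0.0584 to 0.129. At day 5 they did so for Jdp2 from -0.0630 to 0.0580 and Trib2 from -0.133 to 0.0529. The difference between the days also reversed with DESeq2 for Adrb3 (0.00401) and Med19 (0.0109), with total counts alone for Akt1 (0.0648), Med19 (0.161) and Cdk1 (0.0486), with only the compared samples for Med19 (0.0122), with DESeq2's size factors for Med19 (0.00928) and without the filter for Eif2s3y (-0.0104). Total counts alone moved the median difference over all genes by 0.18, which accounts for the reversals of Akt1, Med19 and Cdk1 under it, from -0.12, -0.03 and -0.14. DESeq2's size factors and the fit of only the compared samples moved it by 0.04, which accounts for the reversals of Med19 under these 2. DESeq2 moved it by 0.06, which accounts for the reversal of Med19 under it. The cause of the other reversals was not tested. None of these genes had passed the threshold in the comparison that reversed.

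With the replicate number as a block no named gene's result was lost and 8 newly passed. The design of 3 samples per condition limits every exchange of labels to 4 arrangements. Each exchange also moves real differences between conditions into the spread within groups. For S phase and G2/M genes at day 3, 4 of 4 splits that part all same-numbered pairs gave a p as small as the real one, and at day 5 it was 1 of 4 for both lists. For the difference between the days, 4 of 4 gave as small a p for the adipocyte list and 2 of 4 for the brown fat list. At 24030558 to 37281126 counts per sample, depth limits the results mainly for genes at the floor, whose fold changes and differences between days have no defined size.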

Differences from the paper's values

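The paper's log2 fold change of Cdk5 in Table 6 is 0.307689, and the value here is 0.35. DESeq2 (0.31) and DESeq2's size factors in edgeR (0.31) closed the gap. The other alternatives for which this value was compared did not: only the compared samples gave 0.35, total counts alone 0.19, no filter 0.35 and the replicate block 0.35. At day 5, DESeq2's size factors moved the median log2 fold change of all genes by -0.04. Other day 5 entries had a similar gap, such as Trib3 (0.62449 in the paper and 0.67 here), so it was not particular to Cdk5.

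The numbers of DEGs did not differ from the paper's by more than 1.5 times: the paper's are 9186 at day 3, 8226 at day 5, 5314 shared, 3872 at day 3 only and 2912 at day 5 only, and those here are 8967, 8080, 5342, 3625 and 2738. DESeq2, set as an alternative before the data were examined, gave 9186, 8226, 5314, 3872 and 2912, the same as the paper's counts. The requirement of a 2-fold change moved each of them away from the paper's. The paper's shares of PC1 and PC2, 58% and 31%, are closest to the 55.0% and 33.7% of the 500 most variable genes, and no setting that was run gave both.

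For all 116 entries of Tables 4 to 7, the log2 fold changes and adjusted p-values of DESeq2 matched those of the tables, and edgeR gave the same sign in all 116. Of the genes the tables list as DEGs, 5 did not pass in edgeR and passed in DESeq2, whose adjusted p-values were 0.0495 for Rps9, 0.0345 for Rpn1, 0.0486 for Rfc3, 0.0252 for Rbl2 and 0.0237 for Gsk3b. The last column of the tables is headed as the significance of interaction, in tables of gene interaction networks. It equalled DESeq2's unadjusted p-value of the treatment effect within the day in 116 of 116 entries. The heading need not mean the treatment by day interaction, whose p-value it equalled in 0 of 116.

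The paper describes PC2 as time, while MEFD0 and MEFD3plu lay together on it, at 69.8 and 68.3, apart from the other conditions, under each setting with all samples. It states that expression patterns did not change significantly between the lists of both days, while 1846 shared genes (34.6%) had opposite directions. Genes described as upregulated only at day 5 included 7 that also rose at day 3 and 4 that fell, and of those described as upregulated only at day 3, 10 of 13 also rose at day 5. Smad3, described as upregulated at day 3, had a log2 fold change of 0.17 (adjusted p = 0.344 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.223 to 0.430 over the alternatives on all samples), and passed only with a sample left out (0.38, adjusted p = 0.0208). Kmt2d, described likewise, had 0.22 (adjusted p = 0.449 by the same test, 0.140 to 0.497 over the alternatives on all samples), and passed only with a sample left out (0.59, adjusted p = 0.018). Wdr5, described as downregulated by treatment, rose by 0.38 at day 3. Cdk2, Sin3a and Bhlhe41 did not pass at day 3, and Cdk4, Jdp2 and Cdk1 did not pass at day 5; Bhlhe41 passed at day 3 without the filter (-0.58) and with a sample left out (-0.72), Cdk4 at day 5 with total counts alone (-0.26) and Cdk1 at day 5 with DESeq2 (-0.33) and each other alternative except the fits with a sample left out, of which some passed (-0.36, adjusted p = 0.0488) and some did not (-0.25, adjusted p = 0.181).

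The paper states that the decreases of Hdac1 and Cdk1 at day 3 were restored at day 5. Hdac1 changed direction, from -0.22 to 0.31. For Cdk1, no difference between the days was shown (-0.14, adjusted p = 0.574 by the same test, 0.437 to 0.826 over the alternatives on all samples). Gsk3b is described as common to both days, and its log2 fold changes had opposite signs, 0.34 and -0.31.

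Some names differ within the paper. The text gives 35 and later 34 genes for Table 6, which holds 34. The Cebpb genes common to both days are 4 by Tables 5 and 7, while the paper's later table of common and unique genes lists Ptges2 as common, where Table 7 holds Ptges3, and Bhlhe40, where Table 7 holds Bhlhe41. The text names cyclin D1 with the symbol Cdk1, whose values here are those of Cdk1, and Ccnd1 is reported on its own. Neither Psmb10 nor Med19, which the text also names, is in Tables 4 to 7, which hold Psmd10 and Med1. The values given here under Psmb10 and Med19 are those of the genes with these names.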

Other observations

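In this part, the genes of the sex check, Xist included, and the tests of Y-linked genes, of scaling and of confluence were chosen before the result was seen, and only the limit that decides the test of Xist was set after it.

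As a check of the sex of the embryos, counts of 4 Y-linked genes were 945 to 1039 CPM (without TMM factors) in MEFD0, 1208 to 1447 in MEFD3min, 1481 to 1539 in MEFD3plu, 1351 to 1433 in MEFD5min and 1727 to 1830 in MEFD5plu. At day 3 the lowest treated sample exceeded the highest untreated one by 33.8 CPM, which a different share of male cells in the treated cultures would predict. Xist, which female cells express, was at most 0.939 CPM in any sample, so there were hardly any female cells whose share could differ. At day 3 the Y-linked genes did not move together: Eif2s3y rose (log2 fold change 0.57), while Ddx3y (0.04), Kdm5d (-0.07) and Uty (-0.10) did not change past the threshold. At day 5 all 4 rose, by 0.56, 0.55, 0.39 and 0.58 in that order, as such a mix would predict. The Y-linked genes therefore do not settle the question, while Xist goes against a different mix of embryos.

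At day 3 the median log2 fold changes of the S phase and G2/M lists were small, while the median CPM over the S phase list was lower in every treated sample (18.4 to 22.0) than in every untreated one (23.1 to 26.9). Relative to the median of all genes under scaling by total counts alone, the medians were -0.0027 for S phase genes and -0.105 for G2/M genes, but a scaling shifts all genes alike, so this check is void for both lists. Both lists fell without treatment from day 0 to day 3 (unadjusted camera p of 0.000455 for S phase and 0.000146 for G2/M). The paper induced the cells at confluency, which makes a slowing of growth a candidate explanation of that fall, but both lists rose again in untreated cells from day 3 to day 5 (medians of 1.52 and 1.81), which confluence alone would not predict. A hypothesis left by these values is that treatment has a further effect at day 5, where the lists were lower in treated cells, which did not pass the test (adjusted p = 0.153 and 0.162).

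In MEFD3min replicate 3, transcripts of adipocyte genes were seen at trace levels that the other untreated samples of that day did not have, with 27 counts of Adipoq against 0 and 1, 25 of Cidec against 4 and 0, and 67 of Cd36 against 12 and 10. No explanation of this was tested.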
